# Insulin-like growth factor 1 receptor activation promotes mammary gland tumor development by increasing glycolysis and promoting biomass production

**DOI:** 10.1186/s13058-017-0802-0

**Published:** 2017-02-07

**Authors:** Bas ter Braak, Christine L. Siezen, Joo S. Lee, Pooja Rao, Charlotte Voorhoeve, Eytan Ruppin, Jan Willem van der Laan, Bob van de Water

**Keywords:** Next-generation sequencing, Mammary gland tumor, IGF1R, Hallmarks of cancer, Warburg

## Abstract

**Background:**

The insulin-like growth factor 1 (IGF1) signaling axis plays a major role in tumorigenesis. In a previous experiment, we chronically treated mice with several agonists of the IGF1 receptor (IGF1R). We found that chronic treatment with insulin analogues with high affinity towards the IGF1R (IGF1 and X10) decreased the mammary gland tumor latency time in a p53^R270H/+^WAPCre mouse model. Frequent injections with insulin analogues that only mildly activated the IGF1R in vivo (glargine and insulin) did not significantly decrease the tumor latency time in this mouse model.

**Methods:**

Here, we performed next-generation RNA sequencing (40 million, 100 bp reads) on 50 mammary gland tumors to unravel the underlying mechanisms of IGF1R-promoted tumorigenesis. Mutational profiling of the individual tumors was performed to screen for treatment-specific mutations. The transcriptomic data were used to construct a support vector machine (SVM) classifier so that the phenotypic characteristics of tumors exposed to the different insulin analogue treatments could be predicted. For translational purposes, we ran the same classifiers on transcriptomic (micro-array) data of insulin analogue-exposed human breast cancer cell lines. Genome-scale metabolic modeling was performed with iMAT.

**Results:**

We found that chronic X10 and IGF1 treatment resulted in tumors with an increased and sustained proliferative and invasive transcriptomic profile. Furthermore, a Warburg-like effect with increased glycolysis was observed in tumors of the X10/IGF1 groups and, to a lesser extent, also in glargine-induced tumors. A metabolic flux analysis revealed that this enhanced glycolysis programming in X10/IGF1 tumors was associated with increased biomass production programs. Although none of the treatments induced genetic instability or enhanced mutagenesis, mutations in *Ezh2* and *Hras* were enriched in X10/IGF1 treatment tumors.

**Conclusions:**

Overall, these data suggest that the decreased mammary gland tumor latency time caused by chronic IGF1R activation is related to modulation of tumor progression rather than increased tumor initiation.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13058-017-0802-0) contains supplementary material, which is available to authorized users.

## Background

The insulin-like growth factor 1 (IGF1) pathway plays a critical role in cell growth, cell survival, and protection from apoptosis. It is therefore not surprising that epigenetic and transcriptional changes in IGF1 signaling can induce cancer development and progression [1, 2].

The administration of exogenous insulin is a common therapy for types I and II diabetes. New insulin-like molecules have small modifications of the insulin molecular structure to improve pharmacokinetic parameters of the original molecule and thereby increase stability and temporal bioavailability. These molecular changes possibly affect the binding affinity towards receptors including the insulin receptor (IR) or the IGF1 receptor (IGF1R). Consequently, insulin analogues with an increased IGF1R affinity likely promote mitogenesis [3]. Insulin X10 is an insulin analogue which possesses a well-known increased affinity towards the IGF1R and which consequently could promote tumorigenesis (for this reason insulin X10 has never entered the pharmaceutical market). Insulin glargine, currently the most commonly prescribed insulin therapy worldwide [4], also has an increased binding affinity towards the IGF1R. In vivo glargine is rapidly degraded into compounds with a lower affinity towards the IGF1R. Even today there are some concerns about the carcinogenic risk that the use of glargine might induce [5, 6].

To study the role of IGF1R signaling in breast cancer, we recently evaluated the tumor promoting capacity of chronic insulin analogue treatment in a human relevant breast cancer (p53^R270H/+^WAPCre) mouse model [7]. In this model, the WAPCre system ensures mammary gland (MG)-specific expression of the heterozygous p53 mutation, which corresponds to a mutational hotspot often found in patients with the *Li Fraumeni* cancer syndrome [8]. Eventually, all mice spontaneously developed these human relevant MG tumors within approximately 1 year. Chronic treatment with compounds that possess a high affinity towards the IGF1R, IGF1 and the insulin analogue X10, significantly decreased the tumor latency time. Frequent injections with insulin glargine, a compound that only mildly activates the IGF1R in vivo [5], showed a similar trend but the observed tumor latency time decrease was not significant compared to regular insulin [7]. Systematic signaling pathway mapping of all tumors revealed that the MAPK/ERK signaling cascade was especially strongly activated in IGF1- and X10-induced tumors. Although this provides some insight in to the alternative signaling wiring in insulin analogue-related tumors, a systematic evaluation of the genetic modifications and consequently alterations in cellular pathways and network biological differences of insulin analogue-related tumors is still obscure.

In this study, to gain more insight in to the modulation of tumor development and progression by chronic IGF1R activation, we used a systematic in-depth next-generation sequencing (NGS) approach. RNAseq analysis was performed on 50 insulin analogue-induced MG tumors (control, insulin, IGF1, X10, and glargine treatment). Overall genetic modifications were determined at a tumor level. NGS transcriptome analysis did shed light on the specific tumor development and progression in relation to chronic IGF1R activation. For this, we specifically evaluated the alternative modulation of the hallmarks of cancer [9] to detect treatment-specific tumor features.

## Methods

### Chronic in vivo insulin analogue treatment

Previously, we have reported the effect of insulin analogues on tumor development [7]. Here, for the chronic exposure experiment, 200 (40 mice per treatment), 8-week-old female p53^R270H/+^WAPCre mice were obtained from an in-house breeding project. The point mutation in the tumor suppressor p53 gene corresponds to the *Li Fraumeni* cancer syndrome mutational hotspot (R273H) in humans. Every other day these mice have been injected (subcutaneously) with either vehicle, insulin, glargine, X10, or IGF1 until tumor development. Once the tumors reached a size of 1 cm^3^ and 24 h after their last injection the mice were sacrificed. Tumors and other tissues were isolated. For this study, ¼ of the tumor was stored in RNALater (Ambion, Austin, Texas) at 4 °C for RNA isolation. A miRNA isolation kit (Macherey Nagel, Germany) was used to isolate and purify small and large RNA molecules in one fraction. Tumor latency time is defined as the time (in weeks) for the tumor to form, from the start of the experiment to the first time the tumor was palpated.

### Single insulin analogue treatment: an animal experiment

To determine the short-term effects of insulin analogue treatment on mammary gland gene expression, a single insulin analogue exposure experiment was performed with 40 (4 mice per treatment/time point) female, 8-week-old inbred FVB/NRj mice (obtained from Janvier, rodent research models, France). This specific mouse strain was used as it is the closest relation to the p53^R270H/+^WAPCre mouse strain. Mice received a single subcutaneous injection with either vehicle, insulin, glargine, X10, or IGF1. The mice were sacrificed 1 or 6 h after the injection, blood was collected (mini collect, Greiner/Omnilabo), and MGs were stored in RNALater (Ambion, USA) at 4 °C for RNA isolation. For this, a Nucleospin RNA isolation kit (Macherey Nagel, Germany) was used. For further technical details, please refer to our previous publication [7].

### In vitro stimulation experiments

Next, an in vitro experiment was performed to reveal the transcriptomic effects of insulin analogue exposure on a human breast cancer cell line. MCF7 human breast cancer cells with an overexpression of the IGF1R and a stable knockdown of the IR (MCF7 IGF1R) were seeded at 60% confluence and starved for 2 days in 5% charcoal/dextran-treated FBS (CDFBS, Hyclone, USA) containing RPMI 1640 (Gibco, USA) medium. Cells were stimulated (with 10 nM compound) for 1 or 6 h after which RNA was isolated using NucleoSpin® miRNA isolation kit (Machery Nagel, Düren, Germany). Stimulations included: insulin NPH (Insuman Basal, Sanofi Aventis), insulin glargine (Lantus, Sanofi Aventis), insulin X10 (AspB10, Novo Nordisk), and IGF1 (Increlex, Ipsen). For more technical details about cell line generation and characterization or growth factor stimulation, please refer to our previous publication [7].

### Next-generation sequencing and gene expression analysis

For the chronic insulin analogue exposure experiment, the quality and integrity of the RNA samples were analyzed using the bioanalyzer with an RNA nanochip. The Ion Total RNA-Seq kit was used to process the samples. Samples were Poly-A selected prior to library preparation. This library preparation included the cDNA synthesis and purification steps with the Ion Total RNA-Seq kit v2 (Life Technologies, UK) according to the manufacturer’s instructions. The Ion PI Template OT2 200 Kit v3 and Ion Sequencing 200 kit v3 (both Life Technologies) were used according to the manufacturer’s instructions for sequencing libraries on the PI chip. Sequence runs were performed on the Ion Proton Sequencer (at ServiceXS, Leiden). PI chip analysis, base calling, and quality checks were performed using the Torrent Server Suite. On average, 40 million reads per sample were sequenced with an average read length of 100 base pairs. No additional trimming or filtering of reads was performed before processing. Reads were aligned to mouse genome build GRCm38-Ensembl using Tophat2 (Version 2.0.10). Reads which could not be aligned using Tophat2 were aligned in an additional step, using Bowtie2 (Version 2-2.10) in the local, very sensitive mode. Tophat2 and Bowtie2 aligned reads were merged into a single .bam file for each sample before further analysis.

Gene expression was quantified using HTSeq-Count (Version 0.6.1) using the default options. Differential gene expression was analyzed for compound versus vehicle treatment and was performed using DESeq2 (Version1.2.10). For this analysis, genes with a read count of <50 reads across samples (average of <1 read per sample) were filtered out before the analysis. For the estimation of individual exon expression analysis, a RPKM table was generated with the read counts normalized to library size and gene length (using DEXSeq version 1.8.0). For the mutational profiling, the reads (unfiltered and untrimmed) were aligned to mouse genome build GRCm38.73-DNA primary assembly using TMAP within the Torrent Suite version 4.0.2. Variant calling was performed using the Torrent Suite Variant Caller version 4.0-r72612 with the settings tuned for the detection of somatic mutations at a low stringency level. The reference genome used was the same as that used for read alignment—GRCm38.73. SnpEff version 3.6c was used to filter and annotate the mutations. The list of mutations was filtered to include only exonic mutations with a quality score higher than 250. Several mutations are found in the exact same position in all tumor samples, probably strain-specific single nucleotide polymorphisms (SNPs). Known SNPs in coding regions for the mouse strain FVB/NJ (the strain most closely related to the ^p53R270H+/–^WAPCre) were downloaded from the Mouse Genome Informatics database and these mutations were discarded from the list. Mouse homologs of the list of human tumor driver genes [10] were used to define the most clinically relevant mutations.

### Phenotypic prediction based on transcriptomic data

To predict the phenotypic characteristics of the treatments of different insulin analogues using their transcriptomics, we constructed a support vector machine (SVM) classifier. We followed a procedure similar to that used in [11] to identify genes whose expression is significantly associated with cancer cell migration and proliferation across 52 breast cancer cell line data. We then applied them to the orthologs of the mouse transcriptomics data to predict the migratory and proliferative potential of 50 mouse mammary tumor samples using LIBSVM [11].

### Genome-scale metabolic modeling analysis

We estimated the metabolic fluxes that are most consistent with the transcriptomics data using a computational framework called iMAT [12]. iMAT integrates the transcriptomics, as ‘soft’ constraints, by ternary partitioning the expression to lowly (–1), mediocrely (0), and highly (1) expressed genes. iMAT then attempts to collect the metabolic states that best correspond to these cues, which constructs a mixed integer linear programming (MILP) problem. We applied iMAT to the human genome-scale metabolic model Recon1 [13] with a standard medium condition (RPMI) in a condition-specific manner for the five different insulin analogues treatments. The iMAT predicts (i) the biomass production rate and (ii) the metabolic flux rates of individual metabolic reactions. The biomass production rate is the rate at which the biomass precursors are generated with appropriate proportions, and it is incorporated in the metabolic network model as a putative reaction that takes cell and energetic requirements needed to produce biomass as input [14]. With the metabolic fluxes predicted by iMAT, we performed a pathway enrichment analysis of differentially activated metabolic reactions in X10/IGF1-treated cells to the remainder conditions (insulin/glargine/vehicle). We selected the metabolic pathways whose reactions are significantly enriched in the up-/downregulated group using a hypergeometric test followed by multiple hypotheses correction with the false discovery rate (FDR) 0.05. The predicted biomass production rate does not involve standard deviation because we focused on the metabolic states where the biomass production rate is optimized (thus single-valued). 

### Statistical analysis

Graphpad Prism version 5.01 software was used for the statistical analysis. All standard error bars in the graphs represent standard deviations. Unpaired two tailed *t* tests were performed to calculate significance. Multi-experiment viewer (MeV version 4.8.1) was used for the hierarchical clustering analysis.

## Results

### Genetic profiling of IGF1R signaling-mediated mammary gland tumor formation reveals cellular processes associated with decreased tumor latency

Previously, we chronically treated p53^R270H/+^WAPCre mice with insulin and insulin analogues to study the effect of chronic IGF1R stimulation on tumorigenesis (Fig. 1a). We found that MG tumor latency time in X10 and IGF1 (compounds with a high affinity towards the IGF1R) treatment groups was significantly decreased (Fig. 1b). Tumors in mice treated with glargine (an insulin analogue that induces only a mild IGF1R activation in the MG) also developed earlier compared to vehicle- and insulin-treated animals, but this trend was not significant [7]. To further investigate this, we evaluated receptor gene expression levels. We found that gene expression levels of the insulin receptor (both the A and B isoform; *ira*, *irb*, respectively) and insulin-like growth factor 1 receptor (*igf1r*) are significantly upregulated in pre-neoplastic MG tissue of old (50 weeks on average) p53^R270H/+^WAPCre mice compared to healthy 8-week-old MGs (Fig. 1c). Also, *ira* and *igf1r* levels were slightly upregulated in MG tumors. Interestingly, we found a significant and sevenfold downregulation of the B-isoform of the insulin receptor in MG tumor tissue compared to normal MG tissue. This effect was not treatment specific (Fig. 1c right). Levels of *igf1r* were only decreased after chronic treatment with IGF1. These data are indicative for an involvement of INSR/IGF1R signaling in tumor development and/or progression. However, the different receptor distributions cannot explain the differences in tumor latency time, since this was not a treatment-related effect.

**Fig. 1:**
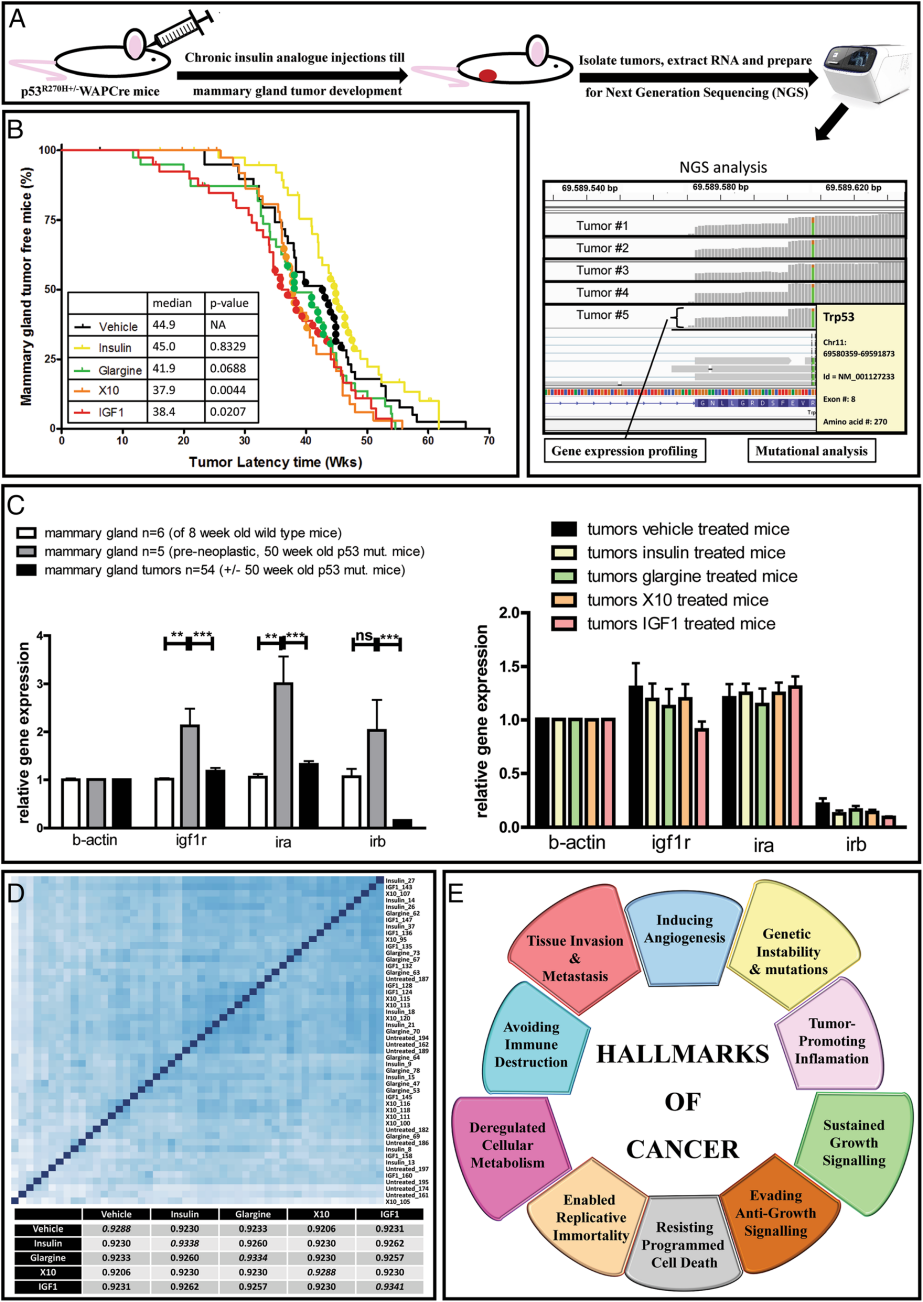
Experimental overview. **a** Overview of the chronic insulin analogue exposure experiment. **b** The Kaplan-Mayer MG tumor-free mice plots with the median tumor latency per treatment group; the colored dots indicate the selected tumors for the transcriptomic analysis. **c** the insulin-like growth factor-1 receptor (*igf1r*), A isoform of the insulin receptor (*ira*), and B isoform of the insulin receptor (*irb*) gene expression levels in MG tissue of young mice (8 weeks), old mice (~50 weeks), and in MG tumors (first graph); the second plot (*right*) shows the receptor gene expression distribution in the MG tumor tissue of mice chronically exposed to different insulin analogues. **d** Heat map of the next-generation sequencing data showing hierarchical sample clustering by sample-to-sample distance; the lower table shows the Spearman rank correlation coefficients within the treatment groups (*bold*) and the coefficient between the different treatment groups (averaged per condition). **e** The hallmarks of cancer with the features highlighted that we will discuss in view of the chronic insulin analogue exposure experiment. **P < 0.01, ***P < 0.001. *ns* not significant. (Adapted from Hanahan and Weinberg [9])

To gain more insight in to overall differences between various insulin analogues in tumor development and progression, we performed RNAseq NGS of 50 tumors (10 tumors per treatment group). 

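RNA from 50 mammary gland tumors of p53R270H/+WAPCre mice was sequenced on the Ion Proton after Poly-A selection. These mice carry a mutant p53 allele that is switched on in mammary epithelium by the Cre recombinase. There were 10 tumors in each of the vehicle, insulin, glargine, X10 and IGF1 groups. Glargine and X10 are modified insulins, and IGF1 is insulin-like growth factor 1. The authors aligned the reads to GRCm38 with Tophat2 and Bowtie2, counted reads per gene with HTSeq-Count and deposited a table of RPKM values (reads per kilobase of gene length, scaled for library size) for 37701 genes, with a column for each tumor. RPKM values are not counts. Within a gene, however, the values are whole multiples of a step, from which the number of reads per tumor was recovered. In every tumor at least 95.7% of the low values came out as whole reads. Library size recovered this way was between 26.6 and 51.9 M reads, with a median of 40.9 M reads; the paper's value is an average of 40 M reads per sample. The median was 44.0 M reads in the vehicle group (37.4 to 51.3), 39.7 M reads in the insulin group (34.1 to 51.9), 41.0 M reads in the glargine group (26.6 to 46.6), 35.4 M reads in the X10 group (29.6 to 50.4) and 42.5 M reads in the IGF1 group (37.4 to 51.9). The X10 and IGF1 tumors together had on average -1.51 M reads relative to the other tumors, a difference that random regroupings of the tumors often exceeded (two-sided permutation test with 100000 resamples, p = 0.376). Against vehicle alone, with a mean of 44.6 M reads, the X10 tumors had a mean of 37.6 M reads, a difference of -7.03 M reads (p = 0.0187, adjusted p = 0.0748 over the 4 treatments by the same test), insulin tumors one of -4.49 (p = 0.0565), glargine tumors one of -4.92 (p = 0.0650) and IGF1 tumors one of -2.25 (p = 0.277). The tests below used log2(RPKM + 0.5), so that fold changes of genes with low RPKM values are understated. Tests across all genes were made with limma on the 16733 genes with a mean RPKM of at least 0.5, with all 5 groups in the fit and Benjamini-Hochberg adjustment. No pair of tumors had near-identical values: the closest pair, insulin 21 and glargine 70, had a Pearson correlation of 0.982, where the median over pairs was 0.935.

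**Figure D1:**
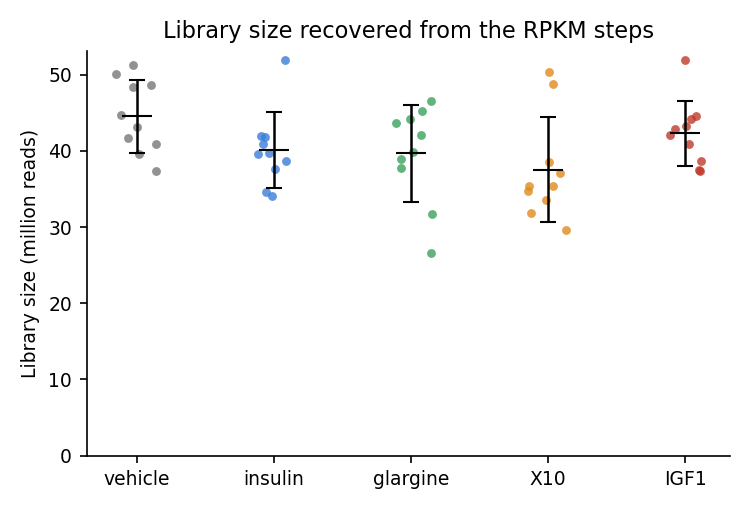
Library size in M reads on the vertical axis for each tumor (points) by treatment group, with the group mean and SD (bars, n = 10 tumors per group). The values range from 26.6 to 51.9 M reads and the groups overlap.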

We reasoned that transcriptome analysis would shed light on the cause for the differences in tumor latency time by chronic insulin analogue treatment. From the 40 tumors per treatment group, 10 epithelial to mesenchymal transition (EMT)-like tumors were selected per treatment condition for the transcriptome analysis; these 10 EMT tumors had a tumor latency time that was closest to the median latency time of that specific entire treatment group. The selected tumors have been indicated with colored dots in the Kaplan-Mayer curve (Fig. 1b). In Fig. 1d, a correlation analysis shows the sample-to-sample distance. All transcriptomics data were used to define the correlation within and between the different treatment groups. In spite of the relatively high variation in this in vivo experiment, there was a higher correlation within each treatment group than between the different treatment groups. This suggests the existence of a treatment-specific response under each treatment condition. 

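The Spearman rank correlation was computed for each of the 1225 pairs of tumors over the 35563 genes with a nonzero value. It was between 0.887 and 0.940, with a median of 0.924 and an SD of 0.00744 over pairs. Averaged over distinct pairs, it was 0.9236 within treatment groups and 0.9230 between them. The difference of 0.00053 was not larger than that of shuffled treatments at the 0.05 level (two-sided permutation test with 100000 resamples, p = 0.0525). The within-group mean was 0.9262 for the insulin tumors and 0.9265 for the IGF1 tumors, above the highest mean correlation of either group with another group, 0.9259 in both cases. For vehicle the within-group mean was 0.9197, below the highest mean with another group of 0.9226. For X10 these values were 0.9198 and 0.9223, and for glargine both rounded to 0.9256. Thus in 2 of the 5 groups the within-group mean exceeded every between-group mean. Counting each tumor's correlation with itself in the within-group mean moved the difference most. The within-group means were then 0.9277 for vehicle, 0.9336 for insulin, 0.9330 for glargine, 0.9278 for X10 and 0.9338 for IGF1, and 5 of the 5 groups exceeded every between-group mean.

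**Figure D2:**
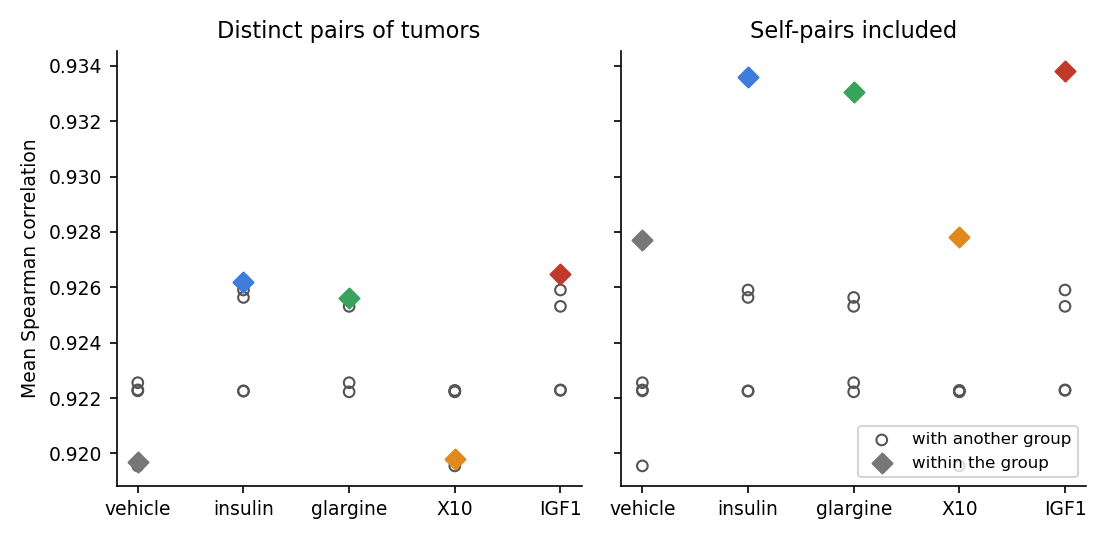
Mean Spearman rank correlation on the vertical axis for each treatment group within the group (diamonds) and with each of the other groups (circles), over distinct pairs of tumors (left) and with each tumor's correlation with itself included in the within-group mean (right). The vertical axis does not start at 0. In the left panel the diamond lies above every circle in the insulin and IGF1 groups, and in the right panel in 5 of the 5 groups.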

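Expression of each gene was compared between treatments with limma. At an adjusted p-value of 0.05, 0 genes differed between insulin and vehicle (1865 at an unadjusted p-value of 0.05) and 0 between glargine and vehicle (1043 unadjusted). Between X10 and vehicle 11 genes differed, all lower with X10, and between IGF1 and vehicle 1 gene differed. The X10 libraries were smaller than those of vehicle, and with library size as a covariate, a setting chosen after seeing the data, 1 of the 11 genes remained, Hist1h2ao (adjusted p = 0.00859). In the 20 X10 and IGF1 tumors against the 30 others, 26 genes differed, 2 higher and 24 lower, and the 24 lower genes are annotated as pseudogenes. The count moved most with genes annotated as pseudogenes left out, a setting chosen after seeing the data that gave 1 gene, and with upper quartile scaling of the tested genes, which gave 51. With quantile normalization it was 20, of which 10 were higher and 10 lower. Of the genes with lower expression with X10 than with vehicle, Hist1h2ao (ENSMUSG00000094248, chromosome 13 of GRCm38 from 21810465 to 21810944) had an RPKM of 8.46 ± 3.13 with X10 and 23.5 ± 9.06 with vehicle (SD, n = 10 each), a log2 fold change of -1.40 (standard error 0.23, adjusted p = 0.00419, limma). With insulin the mean RPKM was 9.83, with glargine 12.1 and with IGF1 14.4, each also below vehicle. It belongs to a family of near-identical histone genes, whose reads cannot be told apart with certainty. Id3 (ENSMUSG00000007872, chromosome 4 from 136143497 to 136145755) had a log2 fold change of -1.42 (standard error 0.27, adjusted p = 0.0215, limma) and was lower than the vehicle mean in 9 of 10 X10 tumors. Its mean RPKM was 183.0 with vehicle, 74.2 with X10, 84.9 with insulin, 104.8 with glargine and 114.7 with IGF1. The tumors overlap, with vehicle values from 93.0 to 350.7 and X10 values up to 252.0, and Id3 passed the threshold against vehicle with X10 and not with the other 3 treatments. Over the other settings tried its adjusted p-value was between 0.0135 and 0.177, the latter with library size as a covariate, and with only the X10 and vehicle tumors in the fit it was 0.110. The third was the processed pseudogene Gm5391, with a log2 fold change of -0.88 (adjusted p = 0.0215, limma). The gene that differed between IGF1 and vehicle was the microRNA gene Mir3473c (chromosome 1 from 191998554 to 191998634), with an RPKM of 1.75 ± 1.11 against 0.222 ± 0.394 (SD, n = 10 each) and a log2 fold change of 1.65 (standard error 0.29, adjusted p = 0.0136, limma). With insulin the mean RPKM was 1.12, with glargine 1.09 and with X10 0.778, also above vehicle. Over the other settings its adjusted p-value was between 0.00542 and 0.131, and with only these groups in the fit it was 0.0565. In the X10 and IGF1 tumors against the others, Rpl30 (chromosome 15 from 34440505 to 34443640) had a log2 fold change of 0.42 (adjusted p = 0.0129, limma) and Pfdn5 one of 0.31 (adjusted p = 0.0444), each higher than the mean of the others in 19 of 20 tumors. Without the genes annotated as pseudogenes the adjusted p-value of Pfdn5 was 0.242, the highest over the other settings, where the lowest was 0.0198. For Rpl30 it was between 0.0107 and 0.0561 over the other settings, the latter with a score of processed pseudogenes as a covariate, chosen after seeing the data, with which 0 of the 26 genes still differed (1163 genes at an unadjusted p-value of 0.05). The pseudogenes with the smallest p-values were Gm14078, Gm5422 and Gm8839, with log2 fold changes of -0.55, -0.51 and -0.42 and an adjusted p-value of 0.0129 for each. The reads of a processed pseudogene cannot be told apart with certainty from those of the gene it was copied from. Over the 1930 processed pseudogenes tested, their share of the summed RPKM was 4.19% ± 0.973 in X10 tumors, 5.26% ± 1.46 in IGF1 tumors, 5.12% ± 0.625 in vehicle tumors, 5.14% ± 0.940 in insulin tumors and 5.88% ± 0.596 in glargine tumors (SD, n = 10 each). Within groups this share was closer between tumors of neighbouring mouse numbers than in random orders (permutation test, p = 3.0e-05). The limma fit takes tumors as independent, and no fit allowed for mouse number. The p-values of these pseudogenes may therefore be too small. Each treatment covers its own range of mouse numbers, so that an effect following mouse number cannot be told apart from treatment. This limit holds for every gene and score compared between treatments. Genes and scores other than the pseudogene share were not tested for such an effect. From the correlations within and between groups, the paper proposes a treatment-specific response under each condition.

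**Figure D3:**
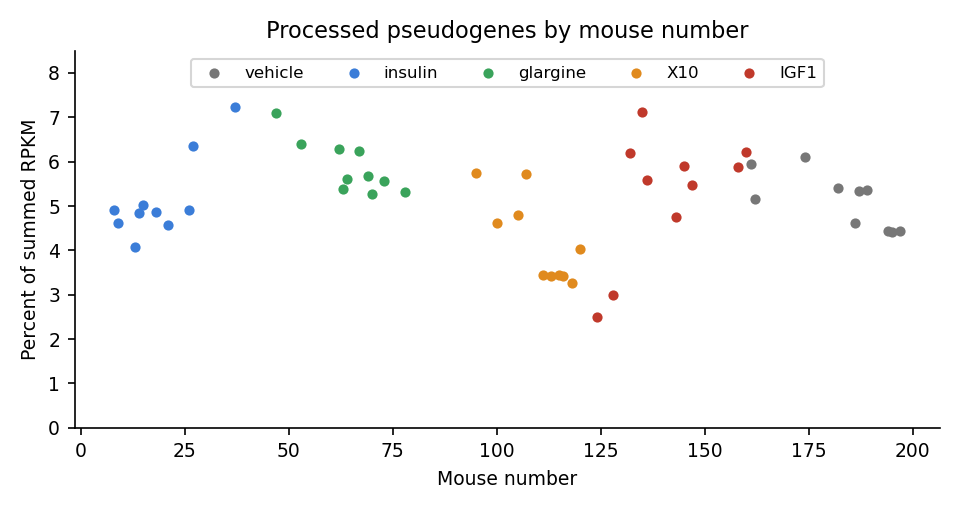
Share of the summed RPKM on processed pseudogenes, in percent, on the vertical axis against the mouse number on the horizontal axis, a point per tumor colored by treatment. The lowest value is 2.49% in an IGF1 tumor and the highest 7.24% in an insulin tumor. The 8 tumors with a share under that of every vehicle, insulin and glargine tumor are consecutive by mouse number.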

To define these treatment-specific responses, we focused on four particular hallmarks of cancer (Fig. 1e) that might have been involved in the decreased tumor latency, either by tumor initiation or progression. These pathways were selected in close relation to the signaling pathways downstream of IR and IGF1R, and included: i) sustained growth signaling; ii) tissue invasion and metastasis; iii) deregulated cellular metabolism; and iv) genetic instability and mutations.

### Chronic IGF1R activation of the MG results in tumors with a ‘sustained growth signaling’ signature

Proliferative signaling is normally a highly regulated process. In a tumor, the replicative cell homeostasis is deregulated causing sustained growth signaling [9]. Since mice were chronically exposed to insulin analogues that activate (to a lesser or greater extent) the IGF1R, we postulated that the decreased tumor latency time (after X10/IGF1 stimulation) would be a direct result of an upregulated IGF1R signaling pathway. 

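The gene set of Fig. 2b holds 62 genes that were found in the table of RPKM values, and all of them had a mean RPKM of at least 0.5. It includes the receptors. Igf1r (ENSMUSG00000005533, chromosome 7 of GRCm38 from 67952827 to 68233668, plus strand) had an RPKM of 6.57 ± 3.23 in vehicle tumors, 7.22 ± 1.81 in insulin tumors, 6.29 ± 2.52 in glargine tumors, 5.97 ± 2.93 in X10 tumors and 5.32 ± 1.19 in IGF1 tumors (SD, n = 10 each). Its log2 fold change in X10 and IGF1 tumors against the others was -0.22 (standard error 0.13, adjusted p = 0.587, limma). Insr (ENSMUSG00000005534, chromosome 8 from 3122061 to 3279617, minus strand) had an RPKM of 8.12 ± 2.72 in vehicle tumors, 9.63 ± 1.51 in insulin tumors, 8.65 ± 1.93 in glargine tumors, 8.45 ± 1.902 in X10 tumors and 7.52 ± 2.05 in IGF1 tumors, with a log2 fold change of -0.13 (standard error 0.10, adjusted p = 0.723, limma). The RPKM values are per gene and do not separate the isoforms of the insulin receptor.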

We incorporated mouse orthologs of all human genes (~60 genes) that are directly involved in “INSR and IGF1R signaling” according to Ingenuity Pathway Analysis (IPA) (Fig. 2a). A hierarchical clustering analysis was performed for all 50 MG tumors on the relative expression levels of these genes (Fig. 2b). Two clusters could be defined. 

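For the clustering, each RPKM value was divided by the gene's mean over the 50 tumors, and tumors were joined by average linkage on Euclidean distance, the distance named in the legend of Fig. 2b. Divided into 2 groups, the tree set 1 glargine tumor apart from the other 49 tumors. Complete linkage and Ward linkage also gave groups of 49 and 1 tumors, and z-scored log2(RPKM + 0.5) gave groups of 47 and 3. With Pearson correlation in place of Euclidean distance the groups held 45 and 5 tumors, and treatments were spread over them no less evenly than shuffled treatments (permutation test of the chi-square statistic with 100000 shuffles, chi-square 4.44, p = 0.530). Over the clusters as drawn in Fig. 2b, treatments were distributed less evenly than shuffled treatments (same test, chi-square 16.8, p = 0.0270). The 8 tumors outside both drawn clusters were counted there as a group of their own.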

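Across the genes of the INSR and IGF1R signaling set, treatment explained 10.1% of the variance in z-scored log2(RPKM + 0.5) between tumors, where 8.16% is expected when treatments are shuffled (permutation test with 100000 shuffles, p = 0.0775). The choice that moved this most was RPKM relative to each gene's mean in place of log2 values, with 10.3% (p = 0.0869).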

In cluster 1, tumors from low mitogenic treatments are enriched, whereas cluster 2 predominantly consists of the X10/IGF1 (high mitogenic compound) treated tumors. These two different clusters could not be linked to specific signaling pathways (e.g., PI3K, MAPK, JAK signaling cascade).

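No gene of the set had an adjusted p-value under 0.05 in the X10 and IGF1 tumors against the others, whether the p-values were adjusted over all tested genes (smallest adjusted p = 0.157, limma) or over the 62 genes alone (smallest 0.145). At an unadjusted p-value of 0.05, 6 of the 62 genes differed. In this comparison 21 genes were higher and 41 lower, with a median log2 fold change of -0.04.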

**Fig. 2:**
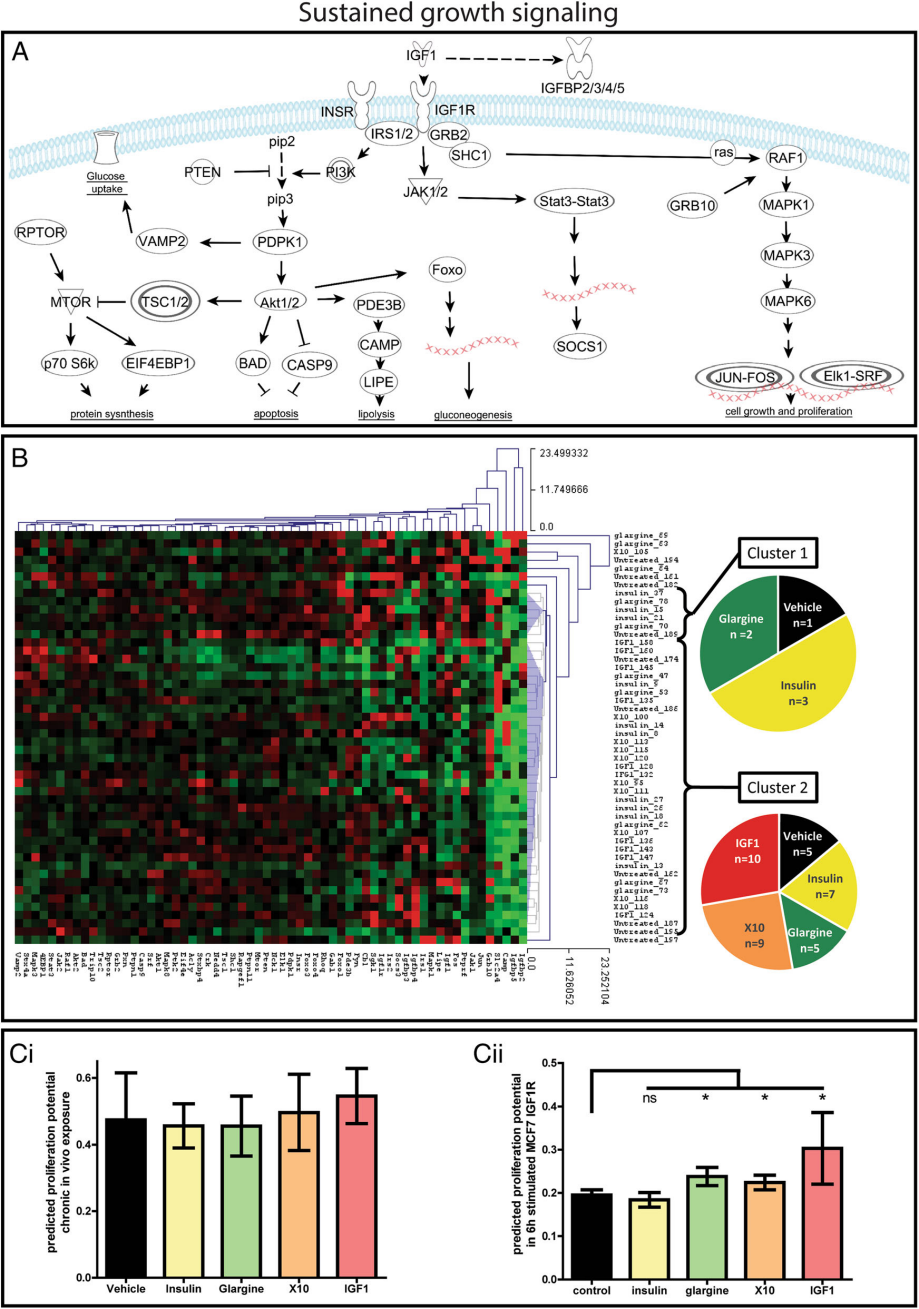
Sustained growth signaling in mammary gland tumor tissue of chronically insulin analogue exposed mice. **a** The INSR/IGF1R signaling pathway with receptors, downstream targets, and the biological effect. **b** Hierarchical clustering (Euclidian distance) of the INSR/IGF1R-specific gene expression per MG tumor. The pie diagrams show the distribution of the different treatments in the two clusters. **c** Bar graph of SVM simulation on the predicted proliferation potential per treatment of MG tumors of the chronically exposed mice (i) and human breast cancer cells (MCF7 IGF1R) exposed for 1 h to the indicated insulin analogue (ii). *P < 0.05. *ns* not significant

To predict the proliferative potential of all the individual tumors, we next built an SVM classifier using transcriptomic signatures associated with proliferation (Fig. 2ci). No significant effect was observed; however, a trend for the tumors in the IGF1 treatment groups to have an increased proliferative potential could be seen. As a positive control for the SVM simulation, similarly we ran the SVM simulation on our earlier micro-array data of the MCF7-IGF1R cells stimulated with the different insulin analogues. We observed that 1 h after glargine, X10, and IGF1 stimulation a strong and significant proliferative genetic signature could be detected. These results are in line with the proliferative potential as determined with functional in vitro assays using this cell line and insulin analogue exposures [5], which makes us believe that the transcriptomic profiles and used SVM simulation is predictive for the biological effect.

An effort was made to determine the growth rate of the individual tumors by calculating the tumor volume from time of detection until the time of sacrifice (data not shown). The EMT tumors in general were highly proliferative resulting in a very small timeframe (a couple of days to weeks) in which tumor volume could be assessed. Unfortunately, this resulted in just a few data points per tumor. Knowing that tumor growth is very likely not linear during tumor development we did not feel comfortable sharing these results. The proliferative potential was also assessed with ki67 staining on several tumors, but as expected there appeared to be a very small window and all tested tumors had a ki67 score >45% indicative of being highly proliferative (data not shown). Next, we attempted to isolate cells from each tumor; we anticipated that monitoring the growth rate of each mouse mammary gland tumor-derived cell line would resemble the growth rate of its originating tumor. Although it appeared to be rather easy to generate a cell line from each individual tumor, it was quite evident that just a small subset of cells would grow out from these tumors. We feared that this clonal expansion would give a skewed image of true tumor growth, and therefore we decided not to include these data.

### Chronic IGF1R activation induces tumors with a more mesenchymal phenotype and a higher migration potential

Next, we assessed the hallmark “tissue invasion and metastasis”. We calculated the average number of tumors per mouse per treatment group. Interestingly, we found a significantly higher number of tumors in the IGF1 group (and a non-significant increase for the chronic X10 and glargine treatment groups) compared to the vehicle-treated mice (Additional file 1). This effect can be both due to an increased incidence of multiple primary tumors as well as an increased formation of metastasis in the IGF1 group. To assess the underlying genetic pathways that might have induced metastasis formation we incorporated all genes that are directly associated with the EMT or the mesenchymal to epithelial transition (MET) according to IPA. The gene expression of the mouse orthologs of these genes is presented in an unsupervised hierarchical clustering (Fig. 3a). Two clear gene groups were observed: group A containing genes associated with epithelial phenotype (*Elf5*, *Serpinb5*, *Cdh1*, *Grhl2*, *Elf3*, and *Wnt4*), and group B containing twelve genes associated with mesenchymal cells (*Pdgfrb*, *Six1*, *Snai2*, *Tcf4*, *Zeb1*, *Klf8*, *Wnt5a*, *Snail*, *Vim*, *Twist1*, and *Cdh2*). 

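The gene groups were followed across the 50 tumors in log2(RPKM + 0.5). The mean Pearson correlation between pairs of genes was 0.593 within the 6 epithelial genes, 0.170 within the 12 mesenchymal genes of Fig. 3a and -0.227 between the groups; these are averages over pairs of genes, which are not independent replicates. For each tumor an epithelial and a mesenchymal score was taken as the mean z-score of the genes of the group. The scores were inversely related across tumors, with Pearson's r of -0.572 (permutation p = 6e-05, adjusted p = 0.00012 over 2 relations) and Spearman's rho of -0.296 (permutation p = 0.0363). Without the 2 tumors farthest from the median epithelial score, r was -0.395, and with the scores centred within treatment groups it was -0.634 (permutation p = 0.00014). The paper obtained the 2 gene groups by clustering these same tumors, so that an inverse relation is partly built in and these p-values are no independent test of it. Expression varied widely between tumors. Cdh1, the gene of E-cadherin (ENSMUSG00000000303, chromosome 8 of GRCm38 from 106603351 to 106670246), had RPKM values from 0.993 to 106.0, and Vim, the gene of vimentin (ENSMUSG00000026728, chromosome 2 from 13573927 to 13582826), from 1094 to 6102.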

From this hierarchical clustering, three separate treatment clusters could be discriminated. 

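Tumors were joined by average linkage on the Pearson correlation of RPKM relative to each gene's mean, the distance named in the legend of Fig. 3a, and the tree was divided into 3 groups. They held 6, 6 and 38 tumors, the same tumors as clusters 1, 2 and 3 of Fig. 3a. Treatments were distributed over these groups less evenly than shuffled treatments (permutation test of the chi-square statistic with 100000 shuffles, chi-square 24.1, p = 0.00109). The groups depended on the distance: with Euclidean distance 47 tumors fell into a single group and the statistic was 7.34 (p = 0.490).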

Cluster 1 consists of tumors that show high expression of epithelial- and low expression of mesenchymal-associated genes; three out of six tumors originate from the vehicle-treated animals. 

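The 6 tumors of this group were 3 vehicle tumors, 2 X10 tumors and 1 glargine tumor. Their mean epithelial score was 1.78 (1.31 to 2.61), where the highest score of any other tumor was 0.83, and their mean mesenchymal score was -0.74 (-1.78 to -0.32).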

Cluster 2 shows moderate expression levels of epithelial- and mesenchymal-associated genes; interestingly the majority of these tumors were from the glargine treatment condition. 

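This group held 5 glargine tumors and 1 insulin tumor. The mean epithelial score was 0.50 (0.12 to 0.83) and the mean mesenchymal score 0.19 (-0.26 to 0.45). The insulin tumor, insulin 13, had the highest epithelial score of this group.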

Cluster 3 consists of tumors that have a low expression of epithelial and high expression of mesenchymal markers. 

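The largest group of 38 tumors held 10 of 10 IGF1 tumors, 9 of 10 insulin tumors, 8 of 10 X10 tumors, 7 of 10 vehicle tumors and 4 of 10 glargine tumors. Its mean epithelial score was -0.36 (-0.94 to 0.52) and its mean mesenchymal score 0.09 (-1.05 to 1.203). Treatment explained 11.5% of the variance of the 18 genes between tumors (permutation test with 100000 shuffles, p = 0.0591; with a pseudocount of 0.1 in place of 0.5, 11.8% and p = 0.0483).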

IGF1 treatments were not present at all in cluster 1 and 2, while IGF1 and X10 treatment groups were over-represented in cluster 3. This suggests that IGF1R-mediated signaling is a driver of tumors with an EMT phenotype. 

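The epithelial score was -0.11 ± 0.74 in the 20 X10 and IGF1 tumors and 0.08 ± 0.86 in the 30 others (SD), a difference of -0.19 (two-sided permutation test with 100000 resamples, p = 0.432). By group it was -0.47 ± 0.29 with IGF1, 0.25 ± 0.89 with X10, -0.30 ± 0.44 with insulin, 0.20 ± 0.63 with glargine and 0.33 ± 1.25 with vehicle (SD, n = 10 each). The mesenchymal score differed by -0.06 between the 20 and the 30 tumors (p = 0.661 by the same test), and by 0.01 when the median over genes was taken in place of the mean. Of the epithelial genes, Elf5 had a log2 fold change of -0.76 (standard error 0.46, adjusted p = 0.601, limma) and Elf3 one of -0.55 (standard error 0.42, adjusted p = 0.716). Cdh1 fell by 0.40 (standard error 0.39, adjusted p = 0.806), Serpinb5 and Wnt4 had log2 fold changes of -0.14 and -0.09, and Grhl2 one of 0.13. Of the mesenchymal genes, Cdh2 had the largest change, -0.73 (standard error 0.45, adjusted p = 0.609, limma), followed by Wnt5a with -0.42 and Pdgfrb with -0.37 (adjusted p = 0.305). Vim had a log2 fold change of 0.21 (standard error 0.14, adjusted p = 0.650, limma) and Twist1 one of 0.28. Zeb1 and Snai1 had log2 fold changes of 0.13 and 0.11, and Snai2, Tcf4 and Klf8 of -0.08, -0.07 and -0.12. With marker scores of skeletal muscle, adipocytes and epithelial keratin and junction genes as covariates, the changes of Cdh1, Serpinb5, Wnt4 and Zeb1 had the opposite sign. Keratin and junction genes are themselves genes of epithelial cells, so that this covariate removes part of what the epithelial genes measure, and the sign changes say little about treatment. In IGF1 tumors against vehicle tumors 6 of the 6 epithelial genes were lower. With the adjustment over these 6 genes alone 2 passed, Elf3 with a log2 fold change of -1.83 and Serpinb5 with -1.77 (adjusted p = 0.0299 for each, limma; named after their values were seen), and over all tested genes 0 of the 6 did (3 at an unadjusted p-value of 0.05). In insulin tumors against vehicle tumors 6 of the 6 were lower too, with Serpinb5 at -1.78 and a smallest adjusted p-value over the 6 genes of 0.0565. The authors had chosen EMT-like tumors in every group. These comparisons therefore cannot show how often a treatment gives EMT tumors, only whether the chosen tumors differed between treatments. The paper points to the absence of IGF1 tumors in clusters 1 and 2 and the share of IGF1 and X10 tumors in cluster 3. From these it proposes that IGF1R-mediated signaling drives tumors with an EMT phenotype.

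**Figure D4:**
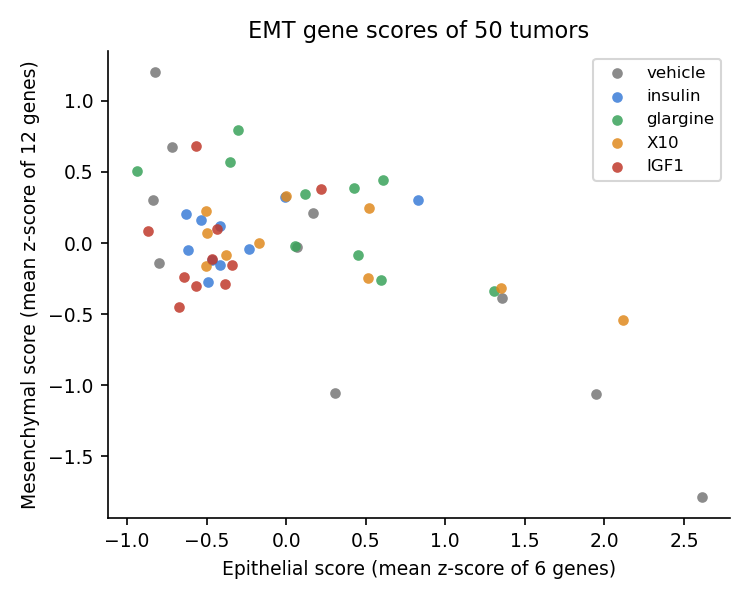
Epithelial score (horizontal axis, mean z-score of 6 genes) and mesenchymal score (vertical axis, mean z-score of 12 genes) of the 50 tumors, a point per tumor colored by treatment. The tumor with the highest epithelial score, 2.61, is a vehicle tumor, and the IGF1 tumors lie between -0.87 and 0.22 on the horizontal axis.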

We substantiated the phenotypes for the three different clusters (Fig. 3b). The tumors in cluster 1 predominantly expressed epithelial cells that contain many E-cadherin-positive cells. Tumors of the cluster 2 and 3 phenotype were characterized as EMT tumors predominantly consisting of mesenchymal cells, lack of E-cadherin staining, and clear smooth muscle actin (SMA) staining (data not shown) [7].

**Fig. 3:**
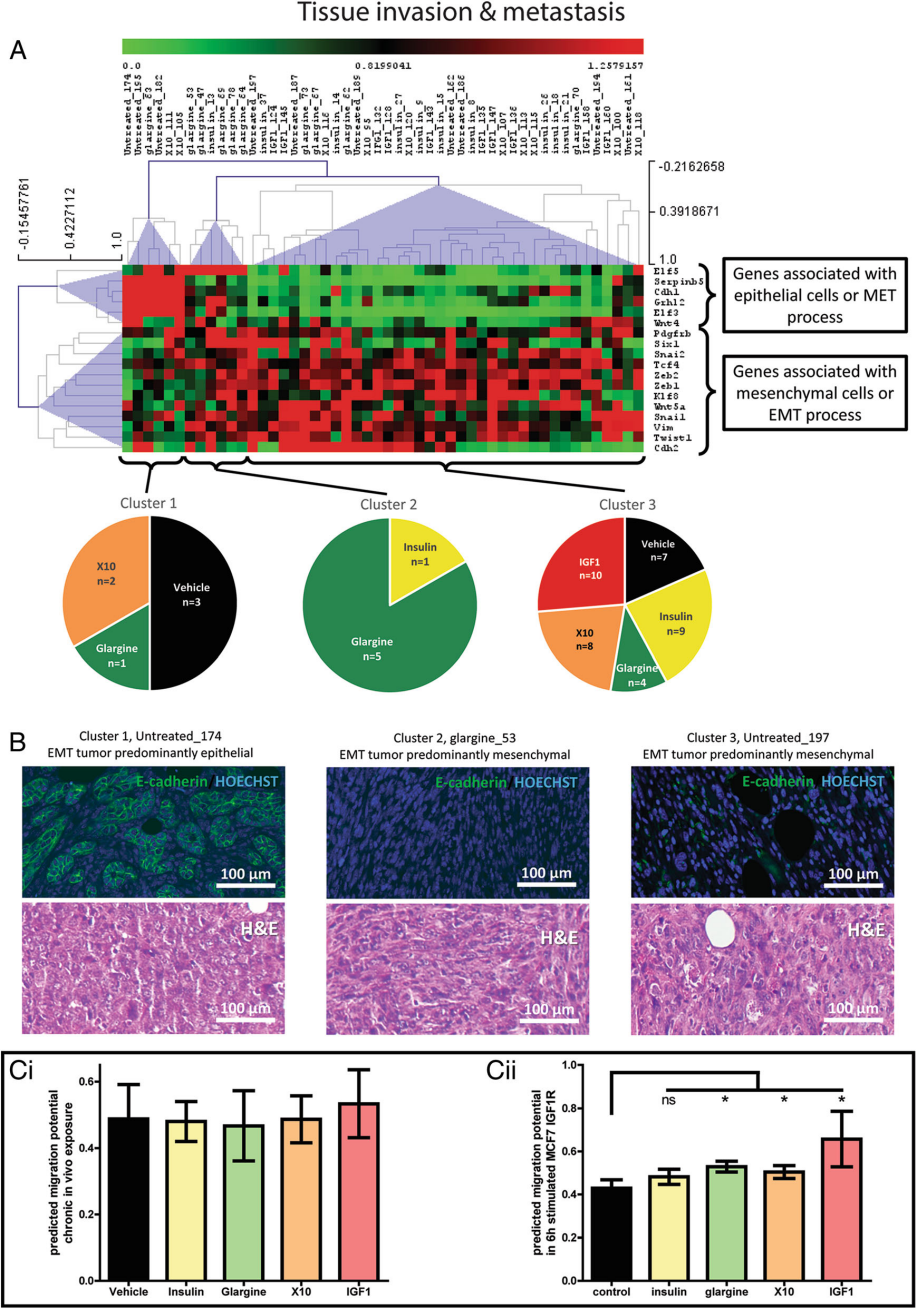
Tissue invasion and metastasis in mammary gland tumor tissue of chronically insulin analogue exposed mice. **a** Hierarchical clustering (Pearson correlation) of genes involved in epithelial to mesenchymal transition (EMT) or mesenchymal to epithelial transtition (MET) per MG tumor. The pie diagrams show the distribution of the different treatments in the three clusters. **b** The E-cadherin/HOECHST immunofluorescent hematoxylin and eosin (H&E) pathology slides of three example tumors showing epithelial or mesenchymal characteristics. **c** Bar graph of SVM simulation on the predicted migration potential per treatment of MG tumors of the chronically exposed mice (i) and human breast cancer cells (MCF7 IGF1R) exposed for 1 h to the indicated insulin analogue (ii). *P < 0.05. *ns* not significant

To link the transcriptomics data further to the phenotype we performed a SVM simulation to derive predictions for the cell migratory potential of each tumor (Fig. 3ci). Overall, no significant difference in the migration potential was observed for the different treatment groups; potentially the intrinsic high variation of in vivo experiments and smaller group sizes can explain lack of power in this analysis. To evaluate whether IGF1 signaling itself is a strong activator in vitro, we also applied our SVM classifier to our previous MCF7-IGF1R transcriptomics data exposed to the different insulin analogues (Fig. 3cii). IGF1, X10, and glargine caused a significant increase in the migration potential. Altogether, these data suggest that chronic exposure to X10, and especially IGF1, induces tumors with a more mesenchymal phenotype that are possibly more aggressive in terms of their migratory potential.

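The mesenchymal score minus the epithelial score was 0.44 ± 0.38 in IGF1 tumors, -0.29 ± 1.10 in X10 tumors, 0.35 ± 0.37 in insulin tumors, 0.04 ± 0.94 in glargine tumors and -0.53 ± 2.06 in vehicle tumors (SD, n = 10 each). Relative to vehicle it was higher by 0.98 with IGF1 (two-sided permutation test with 100000 resamples, p = 0.165, adjusted p = 0.422 over 4 comparisons), by 0.88 with insulin (adjusted p = 0.422), by 0.57 with glargine (adjusted p = 0.591) and by 0.24 with X10 (adjusted p = 0.7503). Between the X10 and IGF1 tumors and the others the difference was 0.13 (p = 0.721). All tumors compared had been chosen as EMT-like, so that these values leave open how often each treatment gives such tumors.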

### Mice receiving a chronic X10 and IGF1 treatment develop tumors with a higher Warburg potential

Through the activation of the INSR, insulin and insulin analogues directly affect cell metabolism. Therefore, we wondered whether the chronic treatment with insulin analogues induce tumors with a deregulated cellular metabolism or a higher Warburg potential. To test this we used all genes directly involved in “glycolysis” and in “oxidative phosphorylation” according to IPA. An unsupervised hierarchical clustering of the expression profiles of each tumor revealed two very clear gene groups (Fig. 4a). 

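In log2(RPKM + 0.5) over the 50 tumors, the mean Pearson correlation between pairs of genes was 0.605 within the 11 glycolysis genes (Hk2, Hk1, Eno1, Pkm, Pgk1, Gpi1, Aldoa, Ldha, Tpi1, Gapdh and Pfkl), 0.405 within the 6 oxidative phosphorylation genes of Fig. 4a and -0.241 between the groups. The glycolysis and oxidative phosphorylation scores of the tumors, each the mean z-score of the genes, had a Pearson's r of -0.425 (permutation p = 0.00236) and a Spearman's rho of -0.340 (permutation p = 0.0162). Without the 2 tumors farthest from the median glycolysis score r was -0.414, and with the scores centred within treatment groups it was -0.430 (permutation p = 0.00491). These gene groups too were seen by the paper in a clustering of the same tumors, so that the p-values are no independent test of the relation.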

Strikingly, the first gene group consists of eleven genes that are all directly involved in glycolysis; all the genes in the second cluster are involved in oxidative phosphorylation. 

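With average linkage on the Pearson correlation of RPKM relative to each gene's mean, 4 groups of 20, 15, 10 and 5 tumors were obtained from the 17 metabolic genes. The group of 10 tumors had a mean glycolysis score of 1.15 (0.03 to 2.41) and a mean oxidative phosphorylation score of -0.42. The group of 15 had a mean glycolysis score of 0.19 and a mean oxidative phosphorylation score of -0.30. The group of 20 had mean scores of -0.62 and 0.50, and the group of 5 of -0.40 and -0.26. Treatments were spread over the groups no less evenly than shuffled treatments (permutation test of the chi-square statistic, chi-square 12.3, p = 0.450), and treatment explained 11.7% of the variance of these genes between tumors (permutation p = 0.107).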

Four clear tumor clusters could be detected: cluster 1 with high expression of glycolysis genes and low expression of oxidative phosphorylation genes; cluster 2 with moderate glycolysis; cluster 3 with little glycolysis and moderate oxidative phosphorylation; and cluster 4 with high oxidative phosphorylation and little glycolysis. 

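In the metabolic clustering by average linkage, the 2 groups with the highest mean glycolysis score held 5 of the 10 insulin tumors and 4 of the 10 vehicle tumors. With complete linkage they held 3 insulin tumors and 4 vehicle tumors, and with Ward linkage 0 and 3. The glycolysis score of the insulin tumors was -0.36 ± 0.54 and their oxidative phosphorylation score -0.17 ± 0.34 (SD, n = 10); the vehicle tumors had scores of 0.05 ± 0.98 and -0.10 ± 0.93 (SD, n = 10). The glycolysis score differed by -0.41 between insulin and vehicle (two-sided permutation test with 100000 resamples, p = 0.262, adjusted p = 0.727 over 4 comparisons).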

For the insulin group almost all tumors were related to cluster 3 (little glycolysis and moderate oxidative phosphorylation: 90%). For glargine-related tumors, 70% showed enrichment for genes regulating oxidative phosphorylation. 

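The 2 groups with the highest mean glycolysis score held 5 of the 10 glargine tumors, and 3 with complete linkage. The oxidative phosphorylation score of the glargine tumors was 0.51 ± 0.82 and their glycolysis score -0.18 ± 0.73 (SD, n = 10). The glycolysis score differed from vehicle by -0.24 (permutation test, adjusted p = 0.727), and by 0.05 after the marker scores of skeletal muscle, adipocytes and milk protein genes were regressed out. Of the 6 oxidative phosphorylation genes, 6 were higher in glargine than in vehicle tumors. Idh1 had a log2 fold change of 0.41 (standard error 0.13, adjusted p = 0.0175 over the 6 genes and 0.783 over all tested genes, limma; named after its value was seen).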

IGF1 and X10 tumors showed increased expression of genes involved in glycolysis (60% and 50%, respectively) compared to the vehicle control. This suggests that chronic insulin signaling drives tumors in a more oxidative phosphorylation mode.

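The groups with the highest mean glycolysis score held 6 of the 10 IGF1 tumors, 5 of the 10 X10 tumors and, as given above, 4 of the 10 vehicle tumors. With complete linkage the counts were 6 for IGF1, 4 for X10 and 4 for vehicle, with z-scored values 7, 6 and 6, with Ward linkage 3, 2 and 3, and with Euclidean distance 1, 1 and 1, so that X10 was not above vehicle in any of these. The glycolysis score was 0.37 ± 0.85 in IGF1 tumors and 0.12 ± 0.80 in X10 tumors (SD, n = 10 each). Relative to vehicle it was higher by 0.31 with IGF1 (two-sided permutation test with 100000 resamples, p = 0.462, adjusted p = 0.727) and by 0.07 with X10 (p = 0.867, adjusted p = 0.867). With RPKM relative to each gene's mean in place of z-scores the X10 difference was -0.0046.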

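The glycolysis score minus the oxidative phosphorylation score was -0.19 ± 0.81 in insulin tumors, -0.69 ± 1.25 in glargine tumors and 0.16 ± 1.70 in vehicle tumors (SD, n = 10 each). The difference from vehicle was -0.35 with insulin (two-sided permutation test with 100000 resamples, p = 0.570, adjusted p = 0.760) and -0.85 with glargine (p = 0.221, adjusted p = 0.760). It was 0.53 with IGF1 (adjusted p = 0.760) and -0.12 with X10 (adjusted p = 0.853). With the median over genes the X10 difference was 0.03. A score of 101 genes of the mitochondrial respiratory chain and ATP synthase was -0.34 ± 0.28 in insulin tumors and 0.07 ± 0.57 in vehicle tumors. In glargine tumors it was 0.18 ± 0.47 (SD, n = 10 each). The differences from vehicle in this score were not tested. From the share of insulin and glargine tumors in the clusters with little glycolysis, the paper proposes that chronic insulin signaling drives tumors towards oxidative phosphorylation.

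**Figure D5:**
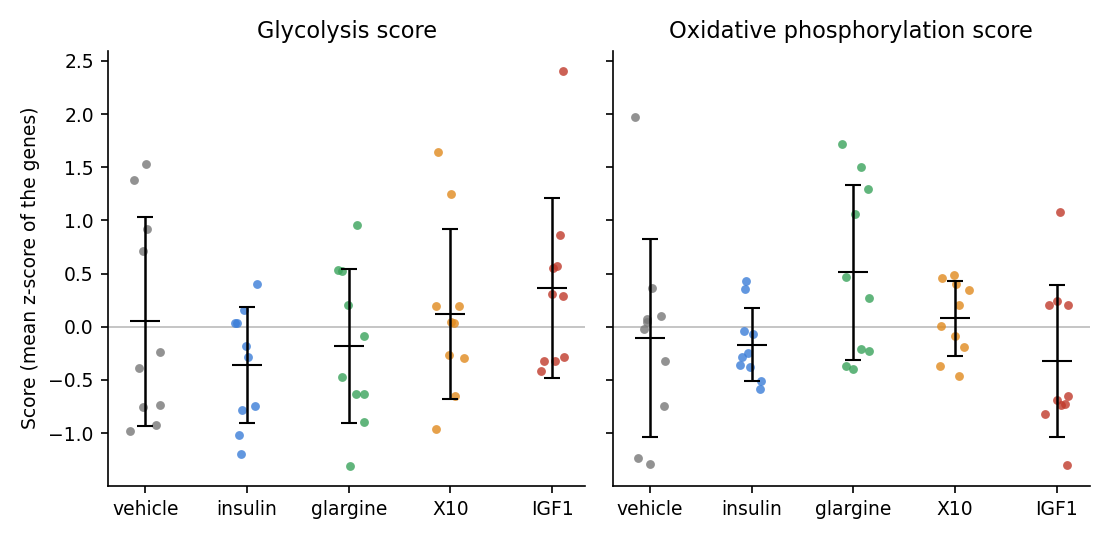
Glycolysis score (left, 11 genes) and oxidative phosphorylation score (right, 6 genes) on the vertical axes, as the mean z-score of log2(RPKM + 0.5), for each tumor (points) by treatment group with the group mean and SD (bars, n = 10 tumors per group). The highest glycolysis score, 2.41, belongs to an IGF1 tumor and the highest oxidative phosphorylation score, 1.972, to a vehicle tumor.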

**Fig. 4:**
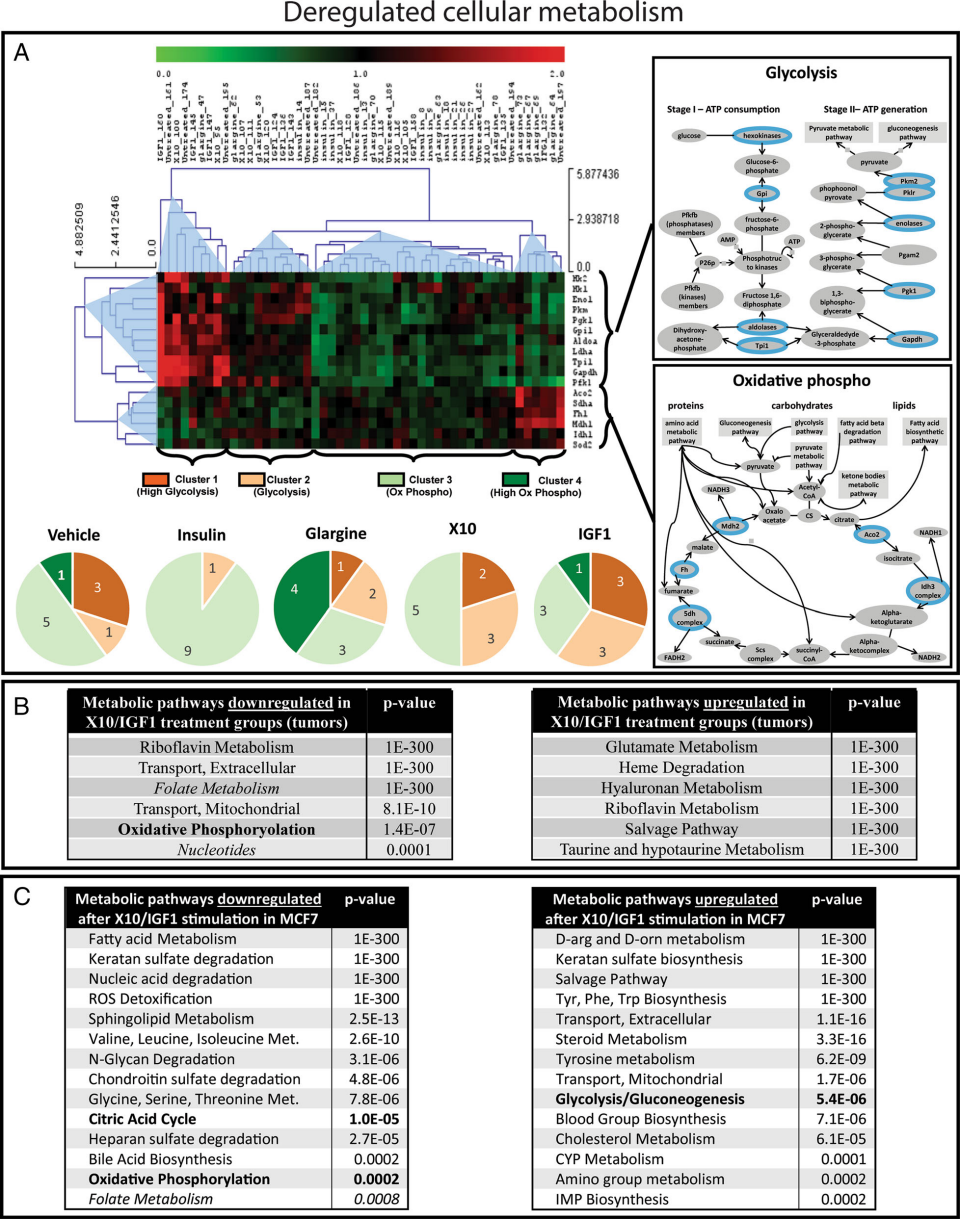
Warburg effect in mammary gland tumor tissue of chronically insulin analogue treated mice. **a** Hierarchical clustering (Pearson correlation) of genes involved in glycolysis or oxidative phosphorylation per MG tumor. The pie diagrams show the distribution of the different clusters per treatment group. **b** Table with the metabolic pathways that were significantly down- or upregulated in the X10/IGF1 treatment groups compared to the vehicle, insulin, and glargine treatment groups. **c** Table with the metabolic pathways that were significantly down- or upregulated after X10/IGF1 exposure compared to vehicle, insulin, and glargine treatment in the MCF7 IGF1R model

Since IGF1 and X10 were mostly related to glycolysis we performed an independent bioinformatics analysis on the activity of various metabolic processes. This revealed several significantly down- and upregulated metabolic programs in IGF1/X10-derived tumors compared to the vehicle/insulin/glargine tumors (Fig. 4b). Importantly, as expected, oxidative phosphorylation was significantly downregulated in the IGF1/X10 group (*P* = 0.000107) while glycolysis was significantly upregulated. 

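The glycolysis score was 0.24 ± 0.81 in the 20 X10 and IGF1 tumors and -0.16 ± 0.76 in the 30 vehicle, insulin and glargine tumors (SD), a difference of 0.40 (two-sided permutation test with 100000 resamples, p = 0.0810). With the median over genes in place of the mean the difference was 0.52 (p = 0.0346). Of the 11 glycolysis genes 10 were higher in the X10 and IGF1 tumors, with a median log2 fold change of 0.21. At an adjusted p-value of 0.05, 0 of the 11 differed (4 at an unadjusted p-value of 0.05), and the smallest adjusted p-value was 0.226 over all tested genes and 0.0687 over these 11 (limma). The oxidative phosphorylation score was -0.12 ± 0.58 in the X10 and IGF1 tumors and 0.08 ± 0.78 in the others, a difference of -0.20 (permutation test, p = 0.335). Of its 6 genes 5 were lower, with a median log2 fold change of -0.07 over the 6 genes, and 0 of the 6 differed at an adjusted or unadjusted p-value of 0.05. A score of 101 genes of the mitochondrial respiratory chain and ATP synthase was 0.04 ± 0.48 in the X10 and IGF1 tumors and -0.03 ± 0.49 in the others, a difference of 0.07 (permutation test, p = 0.613). The metabolic program scores behind Fig. 4b were not computed here.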

Again, this analysis was also performed on the microarray data of MCF7-IGF1R cells exposed to the different insulin analogues. Similar to the in vivo data, IGF1 and X10 treatment significantly downregulated the citric acid cycle as well as oxidative phosphorylation (both *P* < 0.0005) and upregulated glycolysis (*P* < 0.00001) (Fig. 4c). These data suggest that both IGF1 and X10 promote a Warburg effect in mammary gland tumors (chronic exposure) and human tumor cell lines (a single 1 h exposure).

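The glycolysis score minus the oxidative phosphorylation score was 0.36 ± 1.16 in the 20 X10 and IGF1 tumors and -0.24 ± 1.31 in the 30 other tumors (SD), a difference of 0.60 (two-sided permutation test with 100000 resamples, p = 0.102). In the IGF1 tumors it was 0.68 ± 1.41 and in the X10 tumors 0.04 ± 0.80 (SD, n = 10 each). A score of 10 hypoxia markers was 0.28 ± 0.83 in the X10 and IGF1 tumors and -0.19 ± 0.79 in the others (SD). This difference was not tested. Within treatment groups the glycolysis score followed the hypoxia score, with r of 0.867. Lower oxygen in the X10 and IGF1 tumors was therefore not ruled out as a source of the glycolysis difference. From the changes in metabolic programs in these tumors and in MCF7-IGF1R cells, the paper proposes that IGF1 and X10 promote a Warburg effect, the use of glycolysis even where oxygen is present.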

### Biomass production rate is highly upregulated in tumors of chronic X10/IGF1-treated mice

Tumor mice receiving a chronic X10 and IGF1 treatment showed increased expression of glycolysis related genes (Fig. 4) and are associated with a decreased tumor latency time (Fig. 5a). We evaluated whether this difference in metabolic capacity is related to enhanced growth. To test this hypothesis, we predicted the rate of the accumulation of biomass in all these different tumors based on the gene expression profiles of biomass-producing metabolic processes. In Fig. 5b, a bar graph of these results is presented. A highly increased mammary gland tumor biomass production rate was observed in chronic X10- and IGF1-treated tumors. This finding is in agreement with the observed increased proliferative potential in the X10/IGF1 tumors. We hypothesize that the decreased tumor latency time by X10 and IGF1 treatment was caused by enhancing the tumor development rather than interfering with the tumor initiation.

**Fig. 5:**
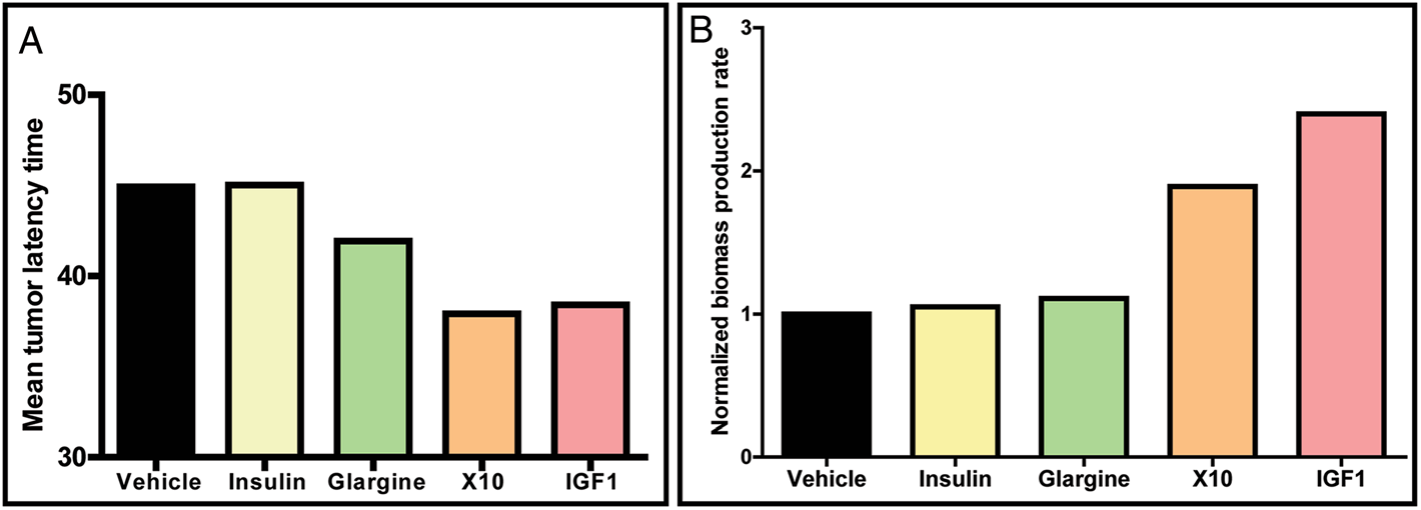
Predicted biomass production rate is increased in tumors of chronically X10/IGF1-treated mice and could possible explain the decreased tumor latency time in these treatments. **a** Bar plot of the mean tumor latency time in weeks per chronic treatment. **b** Bar plot of the normalized biomass production rate per treatment

### Ezh2 and Hras mutations are enriched in chronic IGF1R-activated tumors

Since IGF1 and X10 promote cell proliferation, this could lead to a manifestation of mutations and consequently modulation of tumor development and progression. To evaluate if chronic IGF1 or X10 treatment affects the number of mutations, a mutational analysis was performed on all tumors based on the 40 million 100 base pair reads for each tumor. The number of different mutations was ~3000 mutations per tumor and no significant difference between treatment groups could be detected. Furthermore, there was no correlation between the number of mutations per tumor and the tumor latency time (best fit correlation values, slope = 0.00001207, *r* ^2^ = 0.0000099, *P* value = 0.9827) (Fig. 6a).

**Fig. 6:**
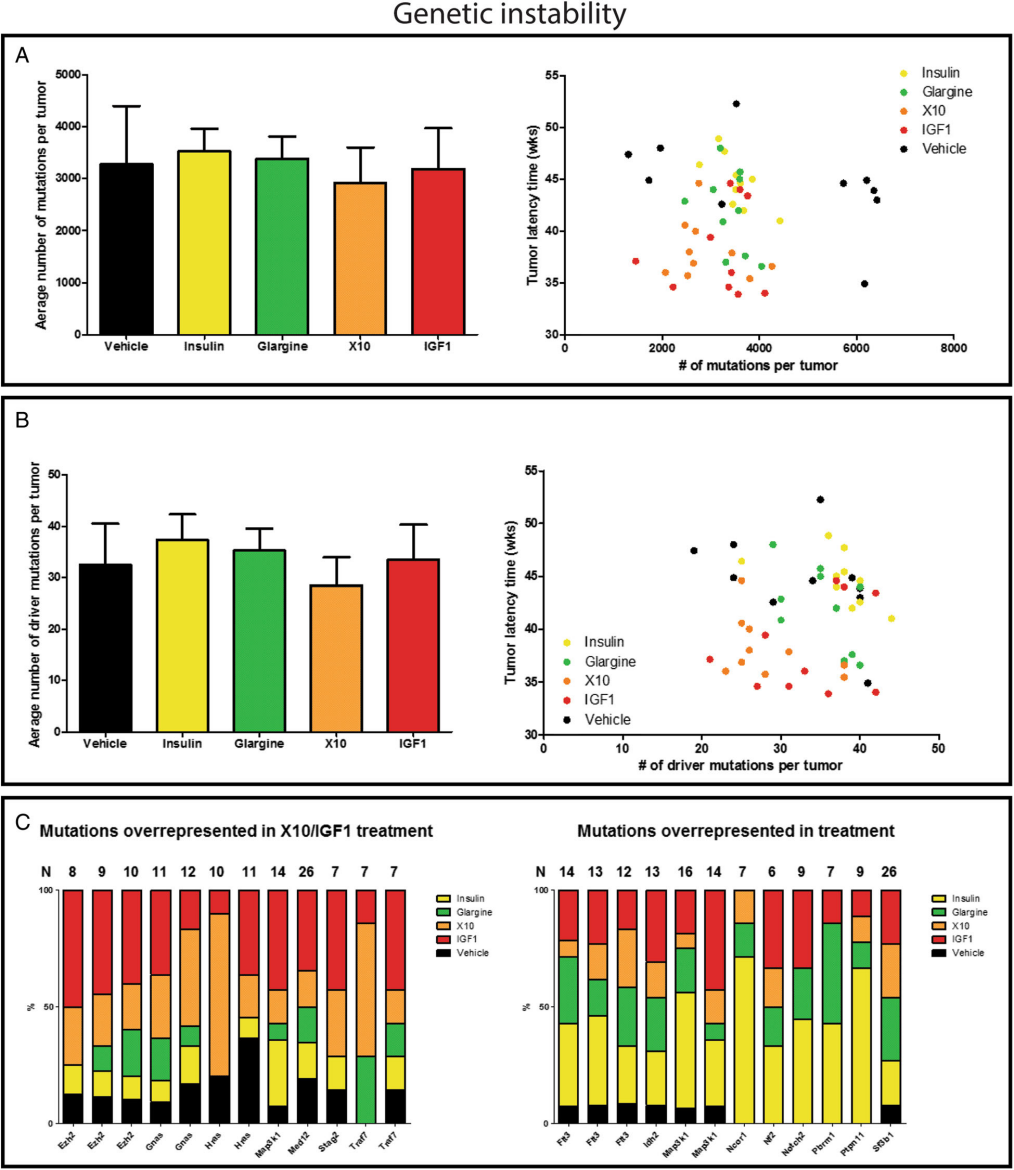
Genetic instability in mammary gland tumor tissue of chronically insulin analogue-exposed mice. **a** The bar plot shows the average number of mutations per MG tumor for all chronic treatments; the dot plot indicates that there is no correlation between the number of mutations of a specific tumor and tumor latency time. **b** The same as in **a**, but here we focus on clinically relevant human tumor driver mutations. **c** Some specific tumor driver mutations are featured in these bar plots. The first bar plot represents the mutations that are enriched in the X10/IGF1 treatment groups; in the second bar plot, the mutations are highlighted that are under-represented in the vehicle treatment group. *N* shows the number of tumors in which this specific mutation was present

Next, we focused on specific clinically relevant mutations that are part of the ~140 known human tumor drivers according to Vogelstein and colleagues [10]. In the 50 mouse tumors that we sequenced, 102 of these tumor drivers were mutated. On average, each tumor had about 35 of these tumor driver mutations and again it seems that the chronic treatment did not affect the overall number of tumor driver mutations per tumor (Fig. 6b). Also, for the tumor driver mutations, there was no correlation between the number of mutations and latency time of each tumor. Furthermore, no treatment-specific effects could be detected for the average number of point mutations, the average number of frame shifts, the average number of start CODON insertions, or the average number of stop CODON insertions (Additional file 2).

We next determined the mutations that are over-represented (>50%) in the X10/IGF1 treatments (Fig. 6c). All mutations are involved in cancer development and/or progression [10, 15]. Although no specific core pathway links these individual mutations, strikingly *Ezh2* and *Hras* were strongly over-represented in IGF1/X10-treated tumors. In a similar way we looked at specific mutations that have been over-represented in insulin analogue treatment altogether and highly under-represented in the vehicle condition. No general mechanism was identified that could explain the enrichment of these mutations in the treatment groups. However, a set of five mutations was not detected at all in the vehicle control, yet these were specifically affected in the insulin treatment group. Overall, these data suggest that the IGF1/X10 enhanced tumor formation is associated with several key candidate cancer drivers that could contribute, including *Ezh2* and *Hras* which are known drivers in human breast cancer [16, 17].

## Discussion

In this study, we used a next-generation sequencing-based transcriptome analysis to characterize mammary gland (MG) tumors from the p53^R270H/+^WAPCre mouse model that were chronically exposed to insulin-like molecules. We found indications that tumors of mice that received chronic treatment of X10 or IGF1 (compounds with a high affinity towards the IGF1R) show a transcriptomic profile that can be linked to a phenotype with an increased growth potential, enhanced migratory capabilities, and a higher Warburg potential. Moreover, the candidate cancer driver mutations in *Ezh2* and *Hras* were highly enriched in X10 and IGF1 tumors.

This is the first study in which a human relevant breast cancer mouse model has been used to study the tumorigenic effects of chronic insulin analogue treatment. Eventually, all mice from this model developed spontaneous MG tumors with a high human relevance. In this way it was possible to compare tumors induced by insulin analogue treatment with tumors induced by chronic insulin or vehicle treatment. This is in contrast to other studies using wild-type mice where only a few tumors with an origin less relevant to the human situation could be evaluated [18, 19].

Tumors often have an increased IRA:IRB ratio [20, 21] that can possibly influence the in vivo transformational effects of insulin analogues [22]. We found that IRA gene expression levels are upregulated (twofold) in pre-neoplastic MGs compared to expression levels in normal MGs, but IRA gene expression levels in tumors were similar to that of normal MG tissue. This might indicate that the IRA plays a stimulatory role in the transformation of normal to neoplastic MG tissue, but once the MG tumor is established the A isoform of the insulin receptor does not play a key role in proliferative signaling anymore. Surprisingly, IRB gene expression levels were strongly downregulated (over 10-fold) in MG tumors. This suggests that the IRA:IRB ratio is indeed increased in MG tumors, but this effect is mainly caused by downregulation of IRB expression levels rather than an upregulation of IRA.

We anticipated that chronic stimulation with insulin-like molecules would decrease the Warburg potency, as insulin deprivation in human fibroblasts led to an induction of anaerobic glycolysis [23]. Indeed, we saw that 90% of the insulin-induced tumors showed an increased oxidative phosphorylation response compared to 60% for the spontaneous vehicle-induced tumors. Interestingly, we found that compounds that induced an equi-glycemic response but with an increasing mitogenic potential at the doses used in this study (insulin, glargine, X10, and IGF1) [7] also showed an increasing percentage of tumors depending on anaerobic glycolysis (10%, 30%, 50%, and 60%, respectively). This might suggest that proliferative signaling is indirectly or directly coupled to the Warburg effect. Tumor samples have deliberately been taken 24 h after the last injection, since we were interested in the long-term rather than the short-term in vivo effects. During this time the exogenous compounds are fully degraded by enzymes and therefore no short-term signaling effect of the compounds can be observed [24, 25]. However, we cannot fully exclude the effect of direct insulin analogue treatment on tumor cell metabolism, since treatment of MCF7-IGF1R cells with the various insulin analogues also affected the glycolytic metabolic program.

Using the SVM model we could detect a sustained proliferative signaling in the chronic X10/IGF1-treated tumors which might suggest that chronic growth factor treatment can transform tumors in such a way that an autocrine growth factor signaling pathway is induced. A likely explanation would be a differential mutational pattern in cancer driver genes that underlie such a differential proliferative pathway. Chronic insulin, glargine, X10, or IGF1 treatment did not result in more mutations, and no correlation could be detected with the number of mutations or tumor latency time. Interestingly several X10/IGF1-enriched mutations were observed, including *Ezh2*, *Hras*, and *Traf7*, of which *Ezh2* and *Hras* are prominent modulators of human breast cancer. It is possible that these specific mutations contribute (in)directly to the X10/IGF1 phenotypes and enhanced tumor development and progression. Since we have only performed RNAseq we can, of course, not exclude other genomic mutations that were missed in our analysis and that could contribute to MG tumor development and explain the IGF1R-driven enhancement of tumor development/progression in our models.

## Conclusions

Altogether our data suggest that the observed decreased tumor latency time in the p53^R270H/+^WAPCre mouse model after chronic X10/IGF1 treatment is a result of an enhanced tumor biomass production rate. Furthermore, these treatments might facilitate tissue invasion and metastasis and deregulate the cellular metabolism in the tumor. All these factors contribute to an enhanced tumor development, thus decreasing the MG tumor latency time in this model. We did not find any evidence that chronic glargine treatment induced a more aggressive tumor phenotype or increased the biomass production rate, but a slight increased Warburg potential was observed compared to tumors induced by insulin treatment.

## Additional files

Additional file 1: Average number of MG tumors increased in chronic IGF1 treated mice. The average number of mammary gland tumors per treatment group.
Additional file 2: Chronic insulin analogue treatment does not affect the mutational profile of the tumors. A) The average number of point mutations per treatment group. B) The average number of frame shifts per treatment. C) The average number of start CODON insertions per treatment. D) The average number of stop CODON insertions per treatment.

## Abbreviations

EMT: Epithelial to mesenchymal transition
FDR: False discovery rate
IGF1: Insulin-like growth factor 1
IGF1R: Insulin-like growth factor 1 receptor
IPA: Ingenuity Pathway Analysis
IR: Insulin receptor
IRA: A isoform of IR
IRB: B isoform of IR
MET: Mesenchymal to epithelial transition
MeV: Multi-experiment viewer
MG: Mammary gland
MILP: Mixed integer linear programming
NGS: Next-generation sequencing
SMA: Smooth muscle actin
SNP: Single nucleotide polymorphism
SVM: Support vector machine

How the deposited data were processed for this re-analysis (not part of the article)

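Mammary gland tumors of p53R270H/+WAPCre mice that received chronic injections of vehicle, insulin, glargine, X10 or IGF1 were analysed, 10 tumors per treatment and 50 in all. The mice were 8 weeks old at the start, and tumors were taken at a volume of 1 cm3, 24 h after the last injection. The paper's authors selected EMT-like tumors whose latency time was closest to the median of their treatment group. The tumors titled untreated in the sample labels were taken as the vehicle group, since the pie diagrams of the paper count them as vehicle.

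The authors selected Poly-A RNA, sequenced it on the Ion Proton, aligned the reads to GRCm38 with Tophat2 and Bowtie2, counted reads per gene with HTSeq-Count and deposited RPKM values, which are read counts divided by library size and gene length. No log transformation had been applied to the deposited RPKM values. Within a gene the values are whole multiples of a step that is the same in every tumor, which means that the authors had scaled the reads to a common library size, of 100 M reads, before they were divided by gene length. From these steps the gene length and the reads of each gene, and from the factors between tumors the library size, were recovered for 16322 of the 16733 tested genes (97.5%). The recovery was tested on 4000 simulated genes, of which 3973 obtained a length; 92.2% of these lengths and 99.9% of the reads were exact. Library sizes were between 26.6 and 51.9 M reads, with a mean of 40.8 M reads. The authors' differential expression analysis with DESeq2 was not repeated; limma voom on the recovered reads was run as an alternative.

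Each gene was tested with limma 3.58.1 in R 4.3.3 on log2(RPKM + 0.5), with the 5 treatment groups in the fit and an intensity trend in the empirical Bayes step, over the 16733 of 37701 genes with a mean RPKM of at least 0.5. Each treatment was compared with vehicle, and the 20 X10 and IGF1 tumors were compared with the 30 vehicle, insulin and glargine tumors, as in Fig. 4b. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 were counted as differing. On simulated data with 200 changed genes, this procedure found 72% of the genes changed by a log2 fold change of 1, with 14 false calls. It found 95% of those changed by 2, with 9 false calls. The simulated noise was normal and independent between genes and tumors. Random regroupings of the real X10 and vehicle tumors gave up to 748 genes, so that these rates need not hold for the real tumors. Gene types and coordinates were taken from GENCODE M21 (GRCm38), in which 16551 of the tested genes were found; 2055 of them, or 12.4%, are annotated as pseudogenes.

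The genes of Fig. 2b, Fig. 3a and Fig. 4a were read from the paper's text and figures. Tumors were clustered on RPKM relative to each gene's mean, by average linkage, with the distance named in each figure legend and the number of clusters of the paper. Linkage is not named in the paper's text. The distribution of treatments over clusters was tested by permuting the treatments and comparing the chi-square statistic. The share of variance explained by treatment was computed on z-scored log2(RPKM + 0.5) and tested in the same way. A score of a gene set is the mean z-score of its genes in a tumor, and score differences were tested with two-sided permutation tests. Comparisons of each treatment with vehicle were adjusted over the 4 treatments. Correlations between tumors were Spearman rank correlations over the 35563 genes with a nonzero value. All permutation tests used 100000 resamples, with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3; figures were drawn with matplotlib 3.10.9.

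The genes named are those the paper names in its text, the genes of the sets of Fig. 2b, Fig. 3a and Fig. 4a with an adjusted p-value under 0.05, up to 5 per comparison, and for each comparison the 3 genes with the smallest adjusted p-value in each direction among those under 0.05. This rule, the tests and most alternatives were written before the data were examined. The alternatives were pseudocounts of 0.1 and 1, all genes with a nonzero value or those with a mean RPKM of at least 5, quantile normalization, upper quartile scaling, no intensity trend, marker gene scores as covariates, only the groups compared in the fit, other distances, linkages and values for the clustering, the median over genes for the scores, and other genes or pairs for the correlations. Added after seeing the data were limma voom on the recovered reads, leaving out pseudogenes, a processed pseudogene score as a covariate, library size as a covariate, and complete linkage on Euclidean distance. The quantitative PCR, mutation, immunohistochemistry, support vector machine, metabolic modelling and MCF7-IGF1R results were not analysed here.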

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

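The tests of salivary gland genes in tumors insulin 13 and insulin 14 were chosen only after these results were seen; the other tests of this part were set before the data were examined. In each of 50 combinations of measure and treatment group, from 10 measures, the highest and the lowest tumor were compared with the other tumors of the group. In 8 of them a tumor lay farther from the rest than Dixon's 95% critical value, where 2.5 are expected by chance.

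Tumor insulin 13 had an epithelial score of 0.83, the next insulin tumor -0.01, and its mesenchymal minus epithelial score was -0.52, the next being 0.19. An IGF1 tumor had an epithelial score of 0.22, the next IGF1 tumor -0.34. A candidate explanation for high epithelial scores is normal secretory mammary gland in the sample. Across the 50 tumors the epithelial score rose with the score of milk protein genes, with Pearson's r of 0.350 (permutation p = 0.0136, adjusted p = 0.0163 over 6 relations) and Spearman's rho of 0.525 (permutation p = 7e-05). Without the 2 tumors farthest from the median milk score, r was 0.409, and within treatment groups it was 0.359, positive in 4 of the 5 groups. The milk protein genes leave most of the variation of the epithelial score open, and no test separates normal gland from tumor cells that express these genes. Insulin 13 itself had a milk protein score of -0.69, and the tumor with the highest epithelial score, a vehicle tumor with 2.61, had one of -0.76, so that this explanation does not account for these tumors. The IGF1 tumor had a milk protein score of 1.56.

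In the same tumor, insulin 13, the salivary protein gene Bpifa2 had an RPKM of 84726.1, where the highest vehicle tumor had 0.268 and the next insulin tumor, insulin 14, 427.87. The paper does not report on this gene. It was found together with 8 other genes with an RPKM of at least 100 in insulin 13 and under a thousandth of that in the 48 tumors other than insulin 13 and insulin 14. These 9 genes held 20.7% of the summed RPKM of insulin 13, which lowers the RPKM of its other genes. Salivary gland tissue in the sample may be the source. Of a second list of salivary gland genes 7 were in the table, of which 2 are among the 9 genes and were left out of the test after the values were seen. Of the other 5, listed before their values were seen, 3 had their highest value of the 50 tumors in insulin 13 (one-sided exact binomial test, p = 7.8e-05). The test takes the genes as independent, which genes of the same tissue are not. A mammary tumor that expresses salivary gland genes was not ruled out, and the high epithelial score of this tumor cannot be told apart from an effect of such tissue. For insulin 14, carry-over of reads from the library of insulin 13 was tested. If the reads had been carried over at random, each gene would show the same share, within counting noise. The shares of the 9 genes were between 0.478% and 0.678%, 0.547% overall, and varied by more than counting noise (chi-square per degree of freedom 27.1). Genes with an RPKM of at least 100 in insulin 13 and under 1 in the 48 others, the selection planned for this test although the other was run first, gave 8 genes and a chi-square per degree of freedom of 3.82 (p = 0.000376). A single share for every gene was rejected with both choices. The shares are within a narrow range, however, and the test allows for counting noise alone, so that carry-over with differences between genes in amplification or mapping is not ruled out.

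Tumor IGF1 160 had a glycolysis score of 2.41, the next IGF1 tumor 0.86. The glycolysis score followed the score of hypoxia markers within treatment groups, with r of 0.867 (permutation p = 1e-05, the smallest that these permutations can give; adjusted p = 6e-05) and positive in 5 of 5 groups, so that hypoxia remains a candidate explanation for the spread of this score. It does not set IGF1 160 apart, which had a hypoxia score of 1.301 where the next IGF1 tumor, with a glycolysis score of 0.86, had 1.16. With a score of proliferation markers r within treatment groups was -0.485 (permutation p = 0.00162, adjusted p = 0.00324). Across the 50 tumors r was -0.446 and Spearman's rho -0.252 (permutation p = 0.0781), and without the 2 tumors farthest from the median proliferation score, one of which is IGF1 160, r was -0.219 (permutation p = 0.134). The relation is negative, the opposite of what proliferation as a source of glycolysis predicts, and IGF1 160 had a proliferation score of -2.34, so that this explanation was dropped.

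A vehicle tumor had an oxidative phosphorylation score of 1.972, the next vehicle tumor 0.36. Skeletal muscle in the sample is a candidate explanation for high scores: r with the muscle marker score was 0.360 (permutation p = 0.0101, adjusted p = 0.0151), Spearman's rho was 0.379 (permutation p = 0.00688), and r was 0.315 without the 2 farthest tumors and 0.356 within treatment groups. The vehicle tumor had a muscle marker score of 1.57, but another vehicle tumor had 1.82 with an oxidative phosphorylation score of -0.02, so that muscle alone does not set this tumor apart. For brown adipocytes, of which 3 of 5 markers could be tested, r was 0.239 (permutation p = 0.0949, adjusted p = 0.0949) and Spearman's rho 0.391 (permutation p = 0.00545), while r within treatment groups was 0.168 (permutation p = 0.310). Over the 50 tumors the pattern cannot be told apart from this explanation. It does not account for the vehicle tumor, which had a brown adipocyte score of 0.15 where another vehicle tumor had 2.68 with an oxidative phosphorylation score of 0.11.

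Tumor insulin 8 and an IGF1 tumor had library sizes of 51.9 M reads each, the next tumors of their groups 41.9 and 44.6 M reads. The RPKM values are divided by library size. An X10 tumor had a mean Spearman correlation of 0.906 with the other X10 tumors, the next X10 tumor 0.918. No explanation was tested for these 3 tumors.

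The rule for reading these correlations was changed after their values were seen. At first a relation had to be positive with an adjusted p-value under 0.05 and r without the 2 farthest tumors above 0.28, and any other was read as negative. In the rule used it has to be positive with the adjusted p-value and the p-value without the 2 farthest tumors both under 0.05, and a positive relation is left open where the adjusted p-value alone, or Spearman's rho in its place, passed. The change moved brown adipocytes from a negative reading to an open one.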

How the results depend on the processing

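Of the results given at claims, the within minus between correlation, the variance explained for the INSR and IGF1R genes (10.1% to 10.3%) and for the metabolic genes (11.6% to 11.8%), and the cluster test for the metabolic genes kept their side of the threshold under each alternative tried, as did the count of 0 genes for glargine against vehicle (652 to 2015 at an unadjusted p-value of 0.05). The 19 score differences kept their direction and side of the threshold in 109 of 114 recomputations, and the 31 named gene results in 339 of 365. Counting each tumor's correlation with itself cannot move the p-value of the within minus between correlation and shows no stability of it; the other 3 alternatives gave p from 0.0511 to 0.0865. The cluster test for the INSR and IGF1R genes says nothing about stability, since with 1 tumor set apart from 49 it gives p = 1 for any treatments.

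For insulin against vehicle, 2 genes differed with genes of mean RPKM of at least 5, with quantile normalization and with upper quartile scaling, and 3 with the processed pseudogene score or with library size as a covariate, in place of 0 (1865 unadjusted). For X10 against vehicle, 11 genes became 24 with all genes with a nonzero value (12 higher and 12 lower), 4 with only the 2 groups in the fit, 4 with pseudogenes left out, 1 with the pseudogene covariate and 1 with library size as a covariate. For IGF1 against vehicle, 1 gene became 0 with genes of mean RPKM of at least 5 (926 unadjusted), a limit that removes Mir3473c, the gene in question, before the test, and with marker covariates (885) and with only the 2 groups in the fit (954), and 2 with the pseudogene covariate. For X10 and IGF1 against the others, 26 genes became 11 with all genes with a nonzero value, 17 with genes of mean RPKM of at least 5, 51 with upper quartile scaling (10 higher and 41 lower), 16 with limma voom on the recovered reads, 1 with pseudogenes left out, 10 with library size as a covariate, and 6 with the pseudogene covariate, of which 0 were among the 26. Quantile normalization gave 20 genes, 10 higher and 10 lower, 11 of them among the 26. Limma voom, pseudogenes left out, the pseudogene covariate, library size as a covariate and complete linkage on Euclidean distance were chosen after seeing the data.

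The variance of the EMT genes explained by treatment was 11.8% (p = 0.0483) with a pseudocount of 0.1, against 11.5% (p = 0.0591). The chi-square of treatments over EMT clusters, 24.1, was 22.0 (p = 0.00363) with complete linkage, 11.3 (p = 0.181) with z-scored values and 7.34 (p = 0.490) with Ward linkage, with Euclidean distance and with complete linkage on Euclidean distance.

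The number of tumors in the glycolysis clusters, 4 vehicle, 5 insulin, 5 glargine, 5 X10 and 6 IGF1, was 3 for vehicle, 0 for insulin, 1 for glargine, 2 for X10 and 3 for IGF1 with Ward linkage. It was 1, 0, 0, 1 and 1 in the same order of treatments with Euclidean distance, by average or complete linkage. With complete linkage (4 and 4), z-scored values (6 and 6), Ward linkage (2 and 3) and Euclidean distance (1 and 1) X10 was not above vehicle.

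The glycolysis score of X10 and IGF1 tumors against the others was 0.52 (p = 0.0346) with the median over genes, against 0.40. Over the other alternatives in z-scores it was from 0.30 to 0.42. With RPKM relative to each gene's mean it was 0.15 (permutation test, p = 0.111), which is in other units and cannot be compared in size. With the median over genes the mesenchymal score difference reversed to 0.0086 and that of the glycolysis minus oxidative phosphorylation score for X10 against vehicle to 0.026. The glycolysis score difference for glargine against vehicle reversed to 0.047 with marker scores regressed out, and that for X10 against vehicle to -0.0046 with RPKM relative to each gene's mean.

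Among named genes in X10 and IGF1 tumors against the others, marker covariates reversed the log2 fold change of Serpinb5 to 0.37, Cdh1 to 0.038, Wnt4 to 0.17, Zeb1 to -0.053, Hras to 0.0013 and Traf7 to 0.0024. The marker covariates include keratin and junction genes of epithelial cells, so that the reversals of the epithelial genes say little about treatment. The pseudogene covariate reversed Hras to 0.073 and Traf7 to 0.044, and upper quartile scaling reversed Traf7 to 0.0012. A further 17 recomputations of named genes were no longer past the threshold. At the few reads behind Mir3473c the size of its change is set by the pseudocount, with a log2 fold change of 3.03 at 0.1 and 1.14 at 1. The cause of these changes was not tested, apart from the pseudogene tests given among the other observations.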

Differences from the paper's values

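The paper reports 10% of the insulin tumors in the clusters related to glycolysis, where 50% were found here. None of the alternatives set before the data were examined closed the gap: the value was 30% with complete linkage, 40% with z-scored values and 0% with Ward linkage or Euclidean distance. For glargine the paper's value is 30%, where 50% were found here; with complete linkage (30%) and z-scored values (40%) the gap closed, and with Ward linkage (10%) and Euclidean distance (0%) it did not. For the insulin tumors with oxidative phosphorylation the paper's value is 90%, where 50% were found here. It was 70% with complete linkage, 60% with z-scored values and 100% with Ward linkage or Euclidean distance, each of which closed the gap. Complete linkage on Euclidean distance, chosen after seeing the values, gave 0% and 0% in the glycolysis clusters and 100% for oxidative phosphorylation, so it closed the last of these gaps. For insulin the percentage with oxidative phosphorylation is what remains of the same 10 tumors after the percentage with glycolysis, so these are a single difference, and they read differently over the alternatives only because a ratio of 1.5 is reached sooner between small percentages.

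The paper's mean correlation within the vehicle group is about 0.93 in Fig. 1d, read by eye, where 0.920 was found here, and for X10 it is about 0.93 in Fig. 1d, read by eye, where 0.920 was found here. Counting each tumor's correlation with itself closed both gaps, with 0.928 in both groups. Genes with a mean RPKM of at least 0.5 closed the gap for X10, with 0.9297, and not for vehicle, with 0.909. Pearson correlation of log2 values (0.962 for vehicle and 0.970 for X10) and leaving out the 1000 genes of highest mean RPKM (0.913 in both groups) closed neither.

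The rule for the percentages was changed after the first comparison: a condition on the vehicle background was dropped, and values count as differing when one is more than 1.5 times the other. The differences listed stayed the same, and more of the alternatives count as differing.

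The paper states that correlations within each treatment group were higher than between groups. That held for 2 of the 5 groups here, for 5 of 5 with each tumor's correlation with itself counted, for 1 of 5 with genes of mean RPKM of at least 0.5, for 1 of 5 with Pearson correlation of log2 values and for 2 of 5 without the 1000 genes of highest mean RPKM. The paper describes 2 clusters of tumors for INSR and IGF1R signaling, with different treatments in each. The clustering here set 1 glargine tumor apart from 49, and none of the alternatives gave the paper's clusters. The paper's EMT clusters were obtained with the same tumors. For the metabolic genes dividing the tree into 4 groups did not give the paper's 4 clusters with any setting run (adjusted Rand index 0.346, and from 0.191 to 0.541 over the alternatives). The tree of complete linkage on Euclidean distance, compared with the figure after seeing the values, holds 2 of the paper's clusters as whole branches, cluster 1 with 9 tumors and cluster 4 with 6, and has the 10 tumors of cluster 2 in a branch of 11 and the 25 of cluster 3 in a branch of 35.

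The paper states that oxidative phosphorylation was significantly lower and glycolysis significantly higher in X10 and IGF1 tumors than in the others. That statement rests on metabolic fluxes predicted from expression, which were not computed here. The expression scores therefore do not test the same quantity. The oxidative phosphorylation score differed here by -0.20 (p = 0.335), the respiratory chain score by 0.07 (p = 0.613) and the glycolysis score by 0.40 (p = 0.0810). The last was past the threshold with the median over genes (0.52, p = 0.0346). The paper states that X10 and IGF1 tumors expressed glycolysis genes more than vehicle tumors did. The glycolysis score differed here by 0.07 for X10 (p = 0.867) and 0.31 for IGF1 (p = 0.462).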

Other observations

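The tests of the pseudogenes were chosen only after their result was seen; the tests of other splits, of Fig. 1d and of Camp were set before the data were examined.

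As many genes with an adjusted p-value under 0.05 as for the treatments were found in 100 of 100 splits of the same tumors for insulin against vehicle and in 100 of 100 for glargine against vehicle, both with 0 genes (1865 and 1043 at an unadjusted p-value of 0.05, which 5 and 23 of the splits reached). With 0 genes every split gives as many, so that these counts of 100 were fixed beforehand and say nothing. For X10 against vehicle 6 of 100 splits gave as many as 11 genes, and for IGF1 against vehicle 13 of 100 gave at least 1. For X10 and IGF1 against the others 2 of 100 splits gave as many as 26 genes, and the largest count in a split other than the real one was 326.

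In Fig. 1d the mean correlation within a group exceeds every mean between groups. Without each tumor's correlation with itself this held in 2 of the 5 groups, and with it in 5 of the 5, so that each tumor's correlation with itself counted in the within-group mean is a candidate explanation for that pattern.

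The 24 genes lower in X10 and IGF1 tumors were pseudogenes. The share of RPKM on processed pseudogenes was lower in these tumors by -0.655 percentage points (two-sided permutation test, p = 0.0345), and in X10 tumors against vehicle by -0.930 (p = 0.0219). These tests take tumors as exchangeable, although neighbouring mouse numbers were alike in this share, as given below. Each treatment covers its own range of mouse numbers, and no test allowed for this, so that these p-values may be too small. The same limit holds for the other comparisons of treatments. A shift of processed pseudogenes as a class may explain the gene list: with their score as a covariate, 0 of the 26 genes still differed, and 1163 genes had an unadjusted p-value under 0.05. That score is made from genes of the same kind as those in the list. With library size as a covariate, chosen after seeing the data, 10 of the 26 genes differed. The share did not follow library size within treatment groups at the 0.05 level (r of 0.235, permutation p = 0.0983; over all tumors r of 0.261, p = 0.0666, Spearman's rho of 0.306, p = 0.0302). If reads of source genes were placed on their pseudogenes to a different extent in different libraries, the share would fall where the share of ribosomal protein genes rises. This test was written after Rpl30 was seen to be higher. Within treatment groups the relation over 78 ribosomal protein genes was positive, the opposite of that prediction (r of 0.534, permutation p = 8e-05; over all tumors r of 0.426, Spearman's rho of 0.404, and r of 0.405 without the 2 farthest tumors). Source gene expression that varies between tumors would raise both shares and could hide such a fall. The test therefore cannot rule out misplaced reads.

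Tumors of neighbouring mouse numbers within a group were closer in pseudogene share than in random orders of the group, with a mean difference of 0.639 percentage points against 1.02 (permutation p = 3.0e-05 over 100000 orders). The test was first run with fewer orders on the 5 groups, and the following parts were added after that. The difference was 0.516 against 0.793 in the vehicle, insulin and glargine tumors (p = 0.00075) and 0.824 against 1.36 in the X10 and IGF1 tumors (p = 0.00237). Libraries of neighbouring mouse numbers prepared or sequenced together are a candidate explanation. The following was seen after the values. The 8 tumors with a share under that of every vehicle, insulin and glargine tumor are consecutive by mouse number: the 6 X10 tumors with the highest numbers had 3.25% to 4.03%, and the 2 IGF1 tumors with the lowest numbers 2.49% and 2.99%. The other 4 X10 tumors had 4.61% to 5.75% and the other 8 IGF1 tumors 4.75% to 7.11%, where the vehicle, insulin and glargine tumors had 4.07% to 7.24%. The low share thus lies in a run of mouse numbers that crosses from X10 to IGF1 and covers part of each treatment. A biological difference in pseudogene expression between these tumors was not tested.

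Camp, one of the genes of Fig. 2b, followed neutrophil markers across tumors (r of 0.481, permutation p = 0.00067, adjusted p = 0.00201; Spearman's rho of 0.395, p = 0.00499; r of 0.385 without the 2 farthest tumors and 0.475 within treatment groups, positive in 3 of 5 groups). Neutrophils in the sample may be a source of its expression.

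With the clusters as drawn in the paper's figures, the treatments were distributed unevenly at the 0.05 level for the INSR and IGF1R genes (permutation test of the chi-square statistic, p = 0.0270) and for the EMT genes (p = 0.00109), and not for the metabolic genes (p = 0.0690). In Fig. 2b the tumors outside both clusters were 4 vehicle, 3 glargine and 1 X10, and were counted as a group of their own in this test.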
